# The deafness gene DFNA5 induces programmed cell death through mitochondria and MAPK-related pathways

**DOI:** 10.3389/fncel.2015.00231

**Published:** 2015-07-16

**Authors:** Sofie Van Rossom, Ken Op de Beeck, Vesna Hristovska, Joris Winderickx, Guy Van Camp

**Keywords:** hearing loss, programmed cell death, oxidative stress, mitochondria, MAPK, DFNA5

## Abstract

Cell death exists in many different forms. Some are accidental, but most of them have some kind of regulation and are called programmed cell death. Programmed cell death (PCD) is a very diverse and complex mechanism and must be tightly regulated. This study investigated PCD induced by *DFNA5*, a gene responsible for autosomal dominant hearing loss (HL) and a tumor suppressor gene (TSG) involved in frequent forms of cancer. Mutations in *DFNA5* lead to exon 8 skipping and result in HL in several families. Expression of mutant DFNA5, a cDNA construct where exon 8 is deleted, was linked to PCD both in human cell lines and in *Saccharomyces cerevisiae*. To further investigate the cell death mechanism induced by mutant DFNA5, we performed a microarray study in both models. We used wild-type *DFNA5*, which does not induce cell death, as a reference. Our data showed that the yeast pathways related to mitochondrial ATP-coupled electron transport chain, oxidative phosphorylation and energy metabolism were up-regulated, while in human cell lines, MAP kinase-related activity was up-regulated. Inhibition of this pathway was able to partially attenuate the resulting cell death induced by mutant DFNA5 in human cell lines. In yeast, the association with mitochondria was demonstrated by up-regulation of several cytochrome c oxidase (COX) genes involved in the cellular oxidative stress production. Both models show a down-regulation of protein sorting- and folding-related mechanisms suggesting an additional role for the endoplasmic reticulum (ER). The exact relationship between ER and mitochondria in DFNA5-induced cell death remains unknown at this moment, but these results suggest a potential link between the two.

## Introduction

Cell death is a fundamental process of all organisms and inherent to life. The role of programmed cell death (PCD) in the pathology of hearing loss (HL) has been well studied and seems to play a prominent role, especially in the development of the vertebrate inner ear and in the morphogenesis of the semicircular canals (Fekete et al., 1997; Nishikori et al., 1999; Leon et al., 2004). Several genes related to PCD-induced HL have been identified and many of these are related to the mitochondria (Estivill et al., 1998; Jacobs et al., 2005; Ding et al., 2013). Mitochondria are key players during PCD and dysfunction of the mitochondria has been linked to the pathogenesis of many diseases, including HL. Mitochondria are the main producers of cellular ATP due to oxidative phosphorylation. However, this process also generates reactive oxygen species (ROS) (Raha and Robinson, 2000). Due to the mitochondrial production of ROS, the reduced DNA repair capacity and the close proximity of mtDNA to ROS generation sites, mtDNA (mitochondrial DNA) is very susceptible to mutations. Enhanced oxidative stress will have detrimental effects on cellular health and plays a major role during aging, mutagenesis, and cell death (Gredilla and Barja, 2005; Maynard et al., 2009; Gredilla et al., 2010).

Due to the relative slow speech perception detoriation, it is assumed that DFNA5-related HL is due to cochlear dysfunction. The cochlea seems to be highly susceptible to the detrimental effects of mitochondrial damage due to the post-mitotic character of its sensory epithelium (Sha et al., 2001).

It is estimated that in the Caucasian population at least 5% of the post-lingual non-syndromic HL is due to mutations in the mtDNA (Estivill et al., 1998; Jacobs et al., 2005). Most mutations in mtDNA affect the mitochondrial *MTRNR1* and the *MTTS1* genes encoding respectively a mitochondrial 12S rRNA and a tRNA^Ser^. Mutations in these mitochondrial genes lead to variable clinical severity of HL due to impaired mitochondrial tRNA metabolism and protein synthesis (Casano et al., 1999; Fischel-Ghodsian, 1999; Jin et al., 2007; Ding et al., 2013; Dowlati et al., 2013). Also many of the nuclear DNA mutations leading to HL are related to mitochondrial dysfunction and PCD. These include genes such as *OPA1, TIMM8A, SMAC/DIABLO, MPV17, PDSS1, BCS1L, SUCLA2, C10ORF2, COX10, PLOG1*, and *RRM2B* (Roesch et al., 2002; Antonicka et al., 2003; Payne et al., 2004; Mollet et al., 2007; Cheng et al., 2011; Meyer Zum Gottesberge et al., 2012; Luo et al., 2013). These genes contribute to various fundamental mitochondrial aspects, such as mitochondrial protein transport, mitochondrial fragmentation, and oxidative phosphorylation. Mutations in these genes are thought to induce mitochondrial stress and trigger cell death in the cochlea leading to HL. The explanation for the tissue specific effect of these genes leading to more prominent cell death in the cochlea and the hair cells remains unknown at this moment.

In addition to the genes directly associated with the mitochondria, two other genes related to apoptosis, a specific form of PCD, have been linked with hearing loss. *MSBR3*, a gene encoding a methionine sulfoxide reductase, is associated with caspase-3 activity. This can initiate apoptosis, eventually leading to degeneration of the inner hair cells and recessive non-syndromic HL (Ahmed et al., 2011). Overexpression of the *TJP2* gene, due to a genomic duplication, altered the expression of several apoptotic genes, inducing a dominant non-syndromic form of HL (Walsh et al., 2010).

From these examples, it is clear that a prominent association exists between (mitochondria-related) PCD and non-syndromic HL. Many forms of HL, such as age-related hearing impairment (ARHI), noise-induced hearing loss (NIHL), monogenic forms of HL and ototoxicity, have been associated with dysfunctional mitochondria and PCD, underscoring the importance and the need to further investigate the role of PCD in the pathogenesis of deafness (Casano et al., 1999; Sha et al., 2009; Someya et al., 2009; Liu et al., 2010; Chen et al., 2012).

One of the monogenic deafness genes that is related to PCD is *DFNA5*. *DFNA5* was originally identified as a gene responsible for an autosomal dominant form of HL in a Dutch family (Van Laer et al., 1998). Today, eight families with mutations in *DFNA5* (mut*DFNA5*) associated with HL have been identified. The phenotype of the HL is very similar with the exception of the age-of-onset which varies from 15 to 50 years old. The HL is symmetric and starts in the high frequencies, but spreads to the lower frequencies in a later stage. Four of the eight mutations differ at the genomic level, but they all result in skipping of exon 8, yielding an immature truncated protein (Yu et al., 2003; Bischoff et al., 2004; Cheng et al., 2007; Park et al., 2010; Nishio et al., 2014). The structure of DFNA5 is unknown at this moment, but hydrophobic cluster analysis revealed that DFNA5 consists of two regions, domain A and domain B, connected by a hinge region (Op de Beeck et al., 2011). Mutations in *DFNA5* result in a truncated protein lacking the last part of domain B due to a premature stop codon. This premature stop codon is caused by skipping of exon 8 as a result of the different genomic mutations in DFNA5 present in the families. Op de Beeck et al. (2011) have also demonstrated that only the first part, domain A, present in both wild-type and mutDFNA5, is sufficient to induce cell death after transfection in human cell lines. Domain B did not have any cell death inducing capacity. This led to the hypothesis that domain B will normally shield this cell death-inducing domain A to avoid inappropriate activation of domain A. Due to the partial lack of domain B in mutDFNA5, this shielding may not be possible, leading to a constitutive activation of mutDFNA5 (Op de Beeck et al., 2011).

In addition to HL, wild-type *DFNA5* (wt*DFNA5*) has also been correlated with several forms of cancer, such as breast, colorectal, hepatocellular, and gastric cancer. Endogenous *DFNA5* is epigenetically silenced by hypermethylation in cancer cells resulting in a decreased *DFNA5* expression level. Based on these findings, it is hypothesized that *DFNA5* is a tumor suppressor gene (TSG) (Akino et al., 2007; Kim et al., 2008a,b; Wang et al., 2013).

The function of DFNA5 remained unknown for a long time, but previous functional studies by Op de Beeck et al. (2011) revealed that DFNA5 induces a growth defect in mut*DFNA5*-transfected HEK293T cells, as well as other cells, leading to PCD (Op de Beeck et al., 2011). The cell death-inducing capacity of DFNA5 was not only restricted to human cell lines, but was also observed in the yeast model *Saccharomyces cerevisiae* (Van Rossom et al., 2012). This inspired us to use these two different model organisms to further elucidate the mechanisms related to *DFNA5*.

The *Saccharomyces cerevisiae* yeast model has several advantages as a model organism compared to human cell lines. The rapid growth, inexpensive media and the relatively easy genetic modifications, made the budding yeast *Saccharomyces cerevisiae* a valuable model to unravel regulators of different human pathologies (reviewed in Winderickx et al., 2008). Thirty percent of known genes involved in human diseases have an ortholog in yeast and due to this high degree of conservation, yeast is very suitable for fundamental research to identify core regulators of diverse signaling mechanisms (Foury, 1997). This was demonstrated in particular for mechanisms related to PCD where numerous yeast homologs of human genes related to cell death have been identified to play a common role (Wissing et al., 2004; Buttner et al., 2007; Madeo et al., 2009). The conservation of PCD mechanisms has been confirmed for DFNA5-related PCD in a previous study using the budding yeast *Saccharomyces cerevisiae* (Van Rossom et al., 2012). This study demonstrated the value of yeast to unravel PCD mechanisms-related to human genes. Transformation of mutant *DFNA5* (mut*DFNA5*) in yeast led to the induction of PCD. Several mitochondrial proteins, such as Fis1, Por1, Aac1 and Aac3, were shown to be involved. Moreover, mutDFNA5 was found to co-localize with a mitochondrial marker protein (Westermann and Neupert, 2000). These former observations established a role for mitochondria in DFNA5-related cell death in yeast and demonstrated the value of yeast as a model organism to unravel DFNA5-related (mitochondrial) HL.

In the current study, we performed a transcriptomic analysis and confirmed the significance of mitochondria in *DFNA5*-induced cell death in *Saccharomyces cerevisiae*. Additionally, Gene Ontology (GO) analysis suggested a role for the endoplasmic reticulum (ER). The latter observation was not only present in *Saccharomyces cerevisiae*, but was also confirmed in human cell lines. Furthermore, we show that the MAPK pathways, namely the induction of the extracellular signal regulated kinase (ERK) and c-Jun N-terminal kinase (JNK), are activated upon mut*DFNA5* transfection in human cell lines. Our data suggest the presence of a cellular adaptive response related to mitochondria, MAPK pathways and potentially for the ER. The exact correlation between those processes and DFNA5 remains unclear but further study will lead to a better understanding of DFNA5-induced cell death mechanisms and to HL-related to mitochondrial damage in general.

## Material and methods

### Yeast

#### Yeast strains and growth conditions

In this study, we used the BY4741 (MATa his3Δ1 leu2Δ0 met15Δ0 ura3Δ0) wild-type strain (Brachmann et al., 1998). Full-length cDNA of either wt*DFNA5* or mut*DFNA5* was isolated and amplified as previously described (Gregan et al., 2003). Amplified products were ligated into yeast pYX212 plasmid containing an HA-marker (Clontech, Mountain View, CA, USA) using *EcoRI* and *BamHI* restriction sites. All constructs were verified by bidirectional sequencing on an ABI genetic analyser 3130 × l (AppliedBiosystems, FosterCity, CA, USA).

Yeast strains were grown at 30°C in selective medium containing 2% glucose (SD-URA). Fifty milliliter yeast cultures, transformed with either wt*DFNA5* or mut*DFNA5*, were harvested in mid-exponential phase (OD_600 nm_ = 3.5−4.2) and at the post-diauxic shift (OD_600 nm_ = 7.4−8.4) (Figure 1). Standard transformation techniques were applied for these transformations (Gietz et al., 1992).

**Figure 1:**
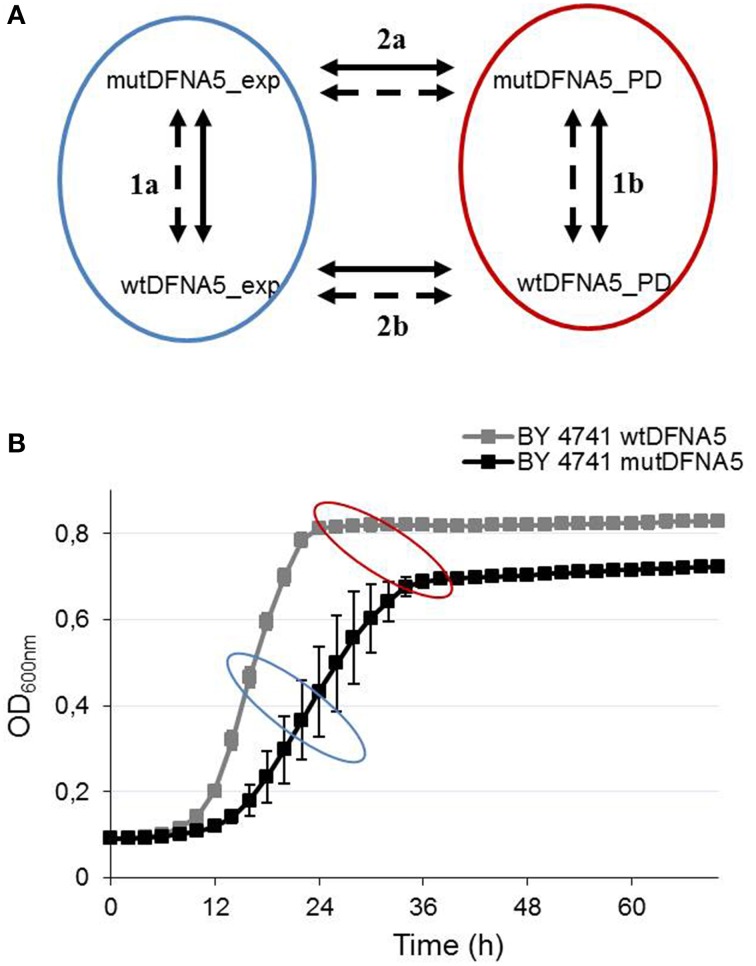
**Yeast microarray design. (A)** Illustration of the different comparisons that were made between the RNA samples. RNA was collected from yeast strains transformed with either wt*DFNA5* or mut*DFNA5* at two different time-points. The bold and dashed lines represent the color flip of each RNA sample. **(B)** Growth profile of the *Saccharomyces cerevisiae* BY4741 background strain transformed with either wt*DFNA5* (gray squares) or mut*DFNA5* (black squares). The blue and red ellipse illustrate respectively the mid-exponential and post-diauxic time-points when RNA was collected.

#### RNA extraction yeast

RNA was collected from yeast at mid-exponential phase and just after the post-diauxic shift using RNA pure kit following the manufactures instructions (GenHunter® Corporation, Nashville, TN, USA). All steps were performed in duplo at 4°C to avoid RNA degradation. This resulted in eight different RNA samples: mid-exponential wt*DFNA5*, (WT_E1 and WT_E2), mid-exponential mut*DFNA5* (Mut_E1 and Mut_E2), post-diauxic wt*DFNA5* (WT_S1 and WT_S2), and post-diauxic mut*DFNA5* (Mut_S1 and Mut_S2) (Figure 1).

#### Microarray design and analysis

Microarray experiments were performed at the VIB Nucleomics Core (www.nucleomics.be). Before labeling, RNA concentration and purity were determined spectrophotometrically using the Nanodrop ND-1000 (Nanodrop Technologies). RNA integrity was assessed using a Bioanalyzer 2100 (Agilent). Per sample, an amount of 1 μg of total RNA spiked with 10 viral polyA transcript controls (Agilent, Santa Clara, CA, USA) was converted to double stranded cDNA in a reverse transcription reaction. Subsequently, the samples were converted to antisense cRNA, amplified and labeled with Cyanine 3-CTP (Cy3) or Cyanine 5-CTP (Cy5) in an *in vitro* transcription reaction according to the manufacturer's protocol (Agilent, Santa Clara, CA, USA). A mixture of purified and labeled cRNA (Cy3 label: 5 pmol; Cy5 label: 3.5 pmol) was hybridized on Agilent Yeastv2 arrays followed by washing, according to the manufacturer's procedures. To assess the raw probe signal intensities, arrays were scanned using the Agilent DNA MicroArray Scanner and probe signals were quantified using Agilent's Feature Extractor software (version 10.5.1.1).

In total four different comparisons were made. Each comparison was done in duplo by a color flip. The different comparisons are shown in Figure 1A. Gene expressions of strains transformed with wt*DFNA5* were compared to strains transformed with mut*DFNA5*, both in mid-exponential phase (comparison 1a) and at the post-diauxic shift (comparison 1b). Additionally, comparisons were made between the mid-exponential and the post-diauxic shift of either wt*DFNA5*-(comparison 2b) or mut*DFNA5*-(comparison 2a) transformed cells.

Analysis of the microarray data was performed using the R package LIMMA (http://www.bioconductor.org) (Gentleman et al., 2004). Fold changes were computed using raw Cy3 and Cy5 intensities values provided by Agilent's Feature Extractor software (version 10.5.1.1) and loess normalization and background correction were performed to determine the log2-ratios per array. Differential expression was assessed via the moderated t-statistic, described in (Smyth, 2004). To control the false discovery rate, multiple testing correction was performed. This generated four differentially expressed gene lists. All the (raw) data files have been completely uploaded to the gene expression omnibus and have been stored under accession number GSE70169.

### HEK293T cells

#### Cell culture and growth conditions

The microarray experiments in human cell lines were performed using Human Embryonic Kidney 293T cells (HEK293T). HEK293T cells were subcultured in 60 mm dishes at a density of 2 × 10^6^ cells in Dulbecco's modified Eagle's medium containing 4500 mg/L glucose supplemented with 10% (v/v) fetal calf serum, 100 U/ml penicillin, 100 μg/ml streptomycin, and 2 mM L-glutamine. Overnight cultures were transfected with either control (empty EGFP vector), wt*DFNA5* or mut*DFNA5* using lipofectamine. Six hours post transfection, cells were harvested using Triple-x reagent for RNA extraction. All products for human cell line cultures were obtained from Invitrogen (San Diego, CA, USA). Full-length cDNA of either wt*DFNA5* or mut*DFNA5* was isolated and amplified as previously described (Gregan et al., 2003).

#### RNA extraction

An RNeasy mini kit was used for RNA extraction from transfected HEK293T cells (Qiagen, Hilden, Germany) at different time-points. For the microarray experiment, RNA was extracted 12 h post-transfection. For the gene analysis by real time rtPCR, RNA was extracted at either 3, 6, 12, 15, 18, 20, or 24 h post-transfection. For the microarray experiment, the integrity of the resulting RNA was checked on an automated Experion electrophoresis system (Biorad, Hercules, CA, USA).

#### Microarray design and analysis

The “Totalprep RNA Amplification” kit was used to amplify the RNA samples (Illumina, Ambion, Austin, TX, USA). Doublestranded-cDNA was generated from the mRNA fractions followed by an *in vitro* transcription reaction which produced cRNA strands containing biotin-UTP nucleotides. Seven Hundred Fifty nano gram of the resulting cRNA samples were hybridized to an Illumina human HT12v3 beadchip (Illumina, San Diego, CA, USA).

Six independent biological replicates were used for either wt*DFNA5*- or mut*DFNA5*-transfected HEK293T cells and loaded on the chip. Overnight hybridization at 58°C was followed by washing and streptavidin-Cy3 dye labeling (Amersham, Buckinghamshire, England). An Illumina Iscan equipped with Iscan control software was used to measure the intensity values and XY coordinates for every probe on the array. The resulting data files were then analyzed using the R package “Beadarray v1.14.0” (Dunning et al., 2007) followed by a quality control and quantile normalization. LIMMA v3.2.1 was used for the further analysis of the normalized intensity values to determine the differentially expressed genes (Smyth, 2004).

All the (raw) data files have been completely uploaded to the gene expression omnibus and have been stored under accession number GSE70169.

#### Real time rtPCR

To confirm the results obtained from the microarray data in HEK293T cells, gene expression was studied in human HEK293T cell lines using Power SYBR Green RNA-to CT 1 Step Kit (Invitrogen, San Diego, CA, USA). Each reaction mixture contained 200 nM final primer concentration (primer pairs are shown in Supplemental Data Table 1) and 30 ng RNA template. All reactions were performed in triplicate on a LightCycler 480 system (Roche, Basel, Switzerland) and resulting data were analyzed by Qbase plus (Biogazelle, Ghent, Belgium). Three housekeeping genes were used each time as a reference, namely *GAPDH, RPL13A*, and *YWHAZ*.

#### Western blot analysis

For western blotting, cells were lysed using RIPA buffer (25 mM Tris-HCl (pH 7.6), 150 mM NaCl, 1% NP-40, 1% sodium deoxycholate, 0.1% SDS) (Pierce, Rockford, IL, USA) containing a PhosSTOP Phosphatase Inhibitor Cocktail Tablet (Roche), an EDTA-free protease tablet and 10 μl (25 units/μl) benzonase (70746-4 Novagen®, Merck Millipore, Darmstadt, Germany). Transfected HEK293T cells were lysed for 20′ at 4°C and centrifugated at 2000 g at 4°C to obtain protein lysates.

Proteins were electrophoretically separated and blotted onto a nitrocellulose membrane (Whatman, Kent, UK). This membrane was blocked for 1 h in 5% non-fat dry milk and afterwards incubated overnight (4°C) in one of the following primary antibodies: anti-phospho-SAPK/JNK (Thr183/Tyr185, #4668), anti-phospho-p44/42 (ERK1/2, #4370), anti-SAPK/JNK (#9252), anti-p44/42 (ERK1/2, #9102) (Cell Signaling Technologies, MA, USA), or anti-β-Actin (A5316, Sigma Aldrich, MO, USA). After washing, the membranes were incubated with either a secondary goat anti-rabbit (ab6721, Abcam, Cambridge, UK) or sheep anti-mouse (NA931, GE Healthcare, Buckingmersham, UK) antibody. Finally, the corresponding proteins were visualized using Enhanced ChemiLuminescence Western Blotting Substrate (Thermo Scientific, IL, USA).

#### MAPK inhibition

The SP600125 JNK inhibitor was used to inhibit the MAPK pathway. Twelve hours post-transfection, HEK293T cells were incubated with 25 μM for 12 h. Next, cells were collected and viability was measured by flow cytometry (CyflowML, Partec, Germany) using propidium iodide as a cell death marker.

### Gene ontology analysis

In addition to the determination of the differentially expressed genes, GO analysis was performed in order to identify enriched GO annotations. We used an open-source application, the Ontologizer, as a tool to statistically analyse the high-throughput data (Ashburner et al., 2000). A standard method for statistics, the “Term-for-Term analysis,” was used followed by Benjamini-Hochberg correction for multiple testing (Hochberg and Benjamini, 1990; Tavazoie et al., 1999). Differentially expressed genes with a corrected *p*-value below 0.05 and a log2 (fold change) of 1.5 and 0.5 in yeast and human cell lines respectively, were selected for this analysis.

## Results

To study the biological pathways of cell death induced by *DFNA5* in *S. cerevisiae*, we performed a transcriptomic study. RNA samples were collected in duplo in the mid-exponential phase and at the post-diauxic shift of yeast cells transformed with either wt*DFNA5* of mut*DFNA5*. Figure 1 shows all the comparisons studied between the different RNA samples (comparisons are labeled 1a, 1b, 2a, and 2b). 

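The budding yeast strain BY4741 has lost its *URA3* gene, and the medium without uracil therefore kept the plasmid with the human *DFNA5* cDNA in the cells. Cultures with 2% glucose at 30°C were harvested at an OD_600 nm_ of 3.5 to 4.2 in mid-exponential phase and of 7.4 to 8.4 at the post-diauxic shift, when yeast has used up the glucose and turns to respiration. The 4 groups, wt*DFNA5* and mut*DFNA5* at each time-point, had 2 RNA samples each, and each of these 8 RNA samples was hybridized on 2 arrays, once labeled with Cy5 and once with Cy3. The 4 samples of replicate 1 formed a loop of arrays, one array for each comparison, and the samples of replicate 2 formed the same loop with the dyes exchanged, which gave 8 arrays in all and 2 for each comparison. All arrays lay on 1 slide and shared 1 scan, so slide and scan did not set any arrays apart. An array held 6256 probes with 2 spots each and 536 control spots, and the probes carried 6228 systematic gene names. Over the arrays, the median mean signal of the gene spots was 1464 to 2546 in Cy3, above a median local background of 52.0 to 55.5, and 1817 to 3794 in Cy5, above a background of 104.5 to 112. Between 92.2% and 97.3% of the gene spots of a channel were well above background. No gene spot was saturated, and 2 spots marked as outliers by the scanner software were left out. The SD between the 2 spots of a probe was 0.050 to 0.059 on the log2 scale, so the number of RNA samples, 2 per group, limits the precision more than the scanning does.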

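The authors deposited the spot intensities of every array as quantified by Feature Extraction 10.5.1.1, and a table of log2 ratios per array. The methods name background correction, loess normalization and the moderated t-statistic of LIMMA, and leave open the kind of background correction, the filter on dim probes and the design matrix. Starting from the mean signals of each spot, the background was corrected by normexp with an offset of 50, the log2 ratios were normalized by loess within each array, and the 2 spots of a probe were averaged. The offset damps the changes of dim probes. Each ratio was turned to mut*DFNA5* over wt*DFNA5* or to post-diauxic over mid-exponential, and LIMMA (lmFit and eBayes) was fitted to all 8 arrays with 1 coefficient for each of the 4 comparisons and a dye effect, which leaves 3 residual degrees of freedom. Probes were called at an adjusted *p* below 0.05 (Benjamini-Hochberg within each comparison). Across the 6256 probes, which are not independent replicates, the log2 ratios of the 2 arrays of a comparison correlated with *r* = 0.45 in 1a, 0.057 in 1b, 0.87 in 2a and 0.61 in 2b. The enrichment of GO terms was not repeated here. Lists of genes for the processes that the paper names were written by hand before the data were examined. They were tested with camera, at a preset inter-gene correlation of 0.01, on the same fit. The paper found these processes on the same RNA samples, so the tests of these lists are not independent evidence for them.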

Analysis of the microarray data was performed using the LIMMA package provided in R and generated four lists of differentially expressed genes. For the GO-enriched term analysis, the cut-off for adjusted *p*-values of differentially expressed genes was set to 0.05 and the cut-off of the log2 (fold change) was respectively set to 1.5 and 0.5 for yeast and human cell lines.

Investigation of the differentially expressed genes in mid-exponential phase (comparison 1a) revealed no significantly up- or down-regulated genes. Therefore, this comparison was excluded and only comparisons 1b, 2a, and 2b (shown in Figure 1) will be taken into account and described.

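In comparison 1a, LIMMA called 0 of 6256 probes higher and 0 lower in mut*DFNA5*, with a smallest adjusted *p* of 1.00. At an unadjusted *p* below 0.05 there were 111 probes, fewer than the 313 that chance would give. The fit shares 1 spread estimate per probe between all 4 comparisons. Across probes, the SD between replicates was 0.25 in 1a and 0.89 in 1b. The standard error is therefore likely too large for 1a, and these counts do not show that the cells were alike. The log2 ratios had an SD of 0.33 over the probes of the replicate 1 array and of 0.40 on the replicate 2 array, and the median standard error of a log2 (fold change) was 0.28. Irrespective of the test, 11 probes were at least 1.5 higher and 4 at least 1.5 lower on the log2 scale. A loop design, in which 3 coefficients for the 4 groups use direct and indirect comparisons together, called 0 probes, with 350 at an unadjusted *p* below 0.05. A fit on the RNA samples, with the 2 channels of each sample averaged, called 0 as well, with 206 below it. The result moved most when comparison 1a was fitted alone on its own 2 arrays, which called 85 probes higher and 5 lower. In that fit 1046 probes had an unadjusted *p* below 0.05.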

### Mitochondria-related processes are up-regulated in mutDFNA5 in post-diauxic shift

Comparison of the differentially expressed genes (adjusted *p* < 0.05) in the post-diauxic shift (1b) resulted in 451 significantly up-regulated genes when expressing mut*DFNA5* and using wt*DFNA5* as a reference. 

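In comparison 1b, LIMMA called 0 of 6256 probes higher in mut*DFNA5* in the fit with 1 coefficient per comparison, although 478 probes were higher at an unadjusted *p* below 0.05. The smallest adjusted *p* was 0.18. The same fit called 890 probes higher post-diauxic in comparison 2a. The count depended on the design more than on any other choice. Fitted alone on its own arrays, comparison 1b had 0 probes called higher, with 346 in either direction at an unadjusted *p* below 0.05. The spread estimate shared between the comparisons is likely too small for 1b, where the SD between replicates was largest, at 0.89. The unadjusted count of the shared fit may therefore be too high. The loop design called 228 probes higher in mut*DFNA5*. The fit on the RNA samples called 43, and 0 with the replicate number as a block. The loop design without a dye effect, which was chosen after seeing the data, called 475. Higher and lower together, the loop design made 561 calls, the RNA samples without the block 117 and the loop without a dye effect 1103. Every one of these calls had the same sign on both arrays. The replicates differed widely in this comparison. The SD of the log2 ratios over probes was 1.14 on the replicate 1 array and 0.64 on the replicate 2 array, and 57.5% of the probes had the same sign on both.

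**Figure D1:**
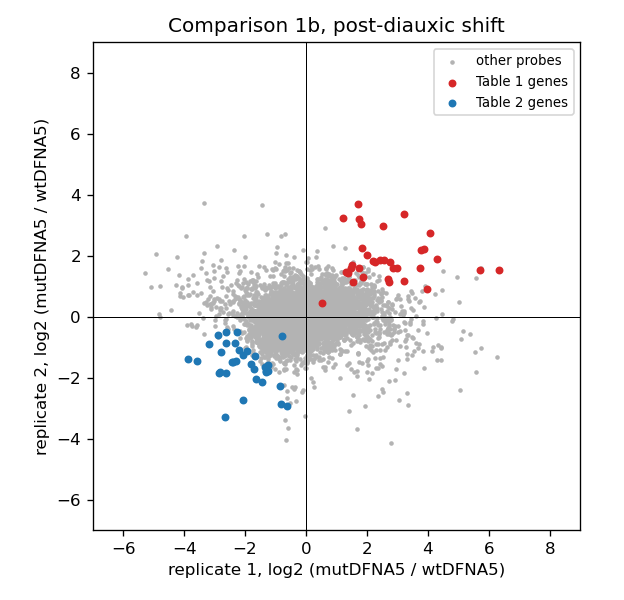
Log2 ratios of mut*DFNA5* over wt*DFNA5* at the post-diauxic shift, for the replicate 1 array on the horizontal and the replicate 2 array on the vertical axis; each point is a probe, and the genes of Table 1 and Table 2 are coloured. The cloud of all probes has hardly any common slope, and the listed genes lie where both arrays have the same sign.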

The top 34 differentially up-regulated genes at the post-diauxic shift are shown in Table 1. 

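The genes listed in Table 1 match 34 probes for 33 genes on the array. Their median log2 (fold change) in comparison 1b was 2.22, ranging from 0.48 to 3.93, and all 34 probes were higher in mut*DFNA5* on both arrays. The median was 2.49 on the replicate 1 array and 1.75 on the replicate 2 array. LIMMA called 0 of them with adjustment over all probes, with adjusted *p* values of 0.18 to 0.29, while 34 had an unadjusted *p* below 0.05 and 34 were called when adjusted over the list alone. As the list was chosen on these same samples, that last count is not independent evidence. Of the 33 genes, 25 were called by the loop design and 15 by the fit on the RNA samples. Between the phases these probes changed in wt*DFNA5* cells by a median of -0.12 in replicate 1 and 0.42 in replicate 2, and 20 of the 34 changed in the same direction as in comparison 1b.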

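Without regard to the test, 136 probes were at least 1.5 higher on the log2 scale in mut*DFNA5* in comparison 1b. Of these, 111 were higher on both arrays and 30 reached 1.5 on both. On the replicate 1 array alone 547 probes reached this size, against 100 on the replicate 2 array. The number of probes that were called and at least 1.5 higher was 0 with 1 coefficient per comparison, 45 in the loop design and 23 in the fit on the RNA samples.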

Differentially expressed genes with a log2 (fold change) equal or higher than 1.5 were selected for GO-enriched annotations, generating 85 significantly up-regulated genes, which resulted in 65 significantly up-regulated enriched GO terms.

**Table 1:** **Top 34 of the differentially up-regulated genes upon transfection of mut*****DFNA5*** **in yeast at the post-diauxic shift**.

**Gene name**	**LogFC**	**AveExpr**	**adj.p.val**	**Gene name**	**LogFC**	**AveExpr**	**adj.p.val**
MAL12	4.16	9.08	0.04	YOL047C	2.39	10.40	0.01
**COX3**	4.13	7.46	<0.01	Q0297	2.38	7.24	0.01
MAL32	3.91	8.19	0.04	MND1	2.27	7.03	0.01
ANB1	3.60	9.59	0.01	VAR1	2.23	4.18	0.02
SLZ1	3.08	6.38	<0.01	YPL141C	2.22	9.49	0.01
PRM7	3.07	11.62	0.01	HXT4	2.22	13.42	0.05
YPR077C	3.05	9.44	<0.01	YNR034W-A	2.20	13.88	0.02
PRM7	3.04	11.01	0.01	YDR034W-B	2.17	9.17	0.02
HXT7	3.02	14.80	0.03	**COX2**	2.16	6.19	0.01
YDR374C	2.94	6.69	0.02	OLI1	2.15	15.96	<0.01
YPL014W	2.89	8.59	0.02	YBL065W	2.15	6.87	0.01
**AI5_ALPHA**	2.89	10.49	0.04	SPR28	2.13	7.20	<0.01
RTA1	2.83	7.90	<0.01	**COX1**	2.12	7.77	0.01
YPR078C	2.65	7.06	<0.01	DRE2	2.05	12.58	0.01
YLR194C	2.45	13.79	0.01	YKR075C	2.01	13.64	<0.01
SUC2	2.44	11.79	0.04	YJL218W	2.00	6.92	0.04
SPO20	2.43	9.06	0.01	YLR338W	1.95	7.52	0.01

*LogFC, logarithm of fold change, up-regulation in mutDFNA5 yeast samples using wtDFNA5 as a reference; adj.p.value, p-value adjusted for multiple hypothesis testing. Genes involved in processes related to the COX activity are indicated in bold*.

Analysis of the biological, cellular, and molecular GO annotations confirmed the role of the mitochondria in mut*DFNA5*-induced cell death (Supplemental Data Table 2, indicated in bold). Analysis of the GO annotations revealed that the molecular cytochrome-c oxidase activity (GO: 0004129) related process was the most significantly up-regulated mitochondrial process. 

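The genes of oxidative phosphorylation lie partly in the mitochondrial genome and partly in the nucleus, and these parts were tested as separate lists. The 23 genes of the mitochondrial genome on the array had a median log2 (fold change) of 0.54 in comparison 1b, 0.80 on the replicate 1 array and 0.44 on the replicate 2 array (camera, adjusted *p* = 9.42e-06 over 7 lists). Only 10 of their probes were well above background in both channels of both arrays. All 10 of these were higher in mut*DFNA5* on both arrays, with a median of 1.70, whereas 5 of the 13 other probes were. The median of the whole list moved most with the treatment of dim probes, from 0.52 without background correction to 1.61 with the Feature Extraction log ratio and 1.70 with dim probes left out. The 38 nuclear genes for subunits of the respiratory chain and the ATP synthase had a median of 1.12 (camera, adjusted *p* = 9.20e-05), but the replicates disagreed. On the replicate 1 array the median was 2.67 and 38 of 38 genes were higher, and on the replicate 2 array it was -0.42 and 10 of 38 genes were higher. Of the 6 lists that camera called in comparison 1b, the mitochondrial genome and glycolysis also passed fry, and none passed camera with an estimated correlation.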

Further down the list, several biological, molecular and cellular GO processes related to mitochondrial mechanisms, such as mitochondrial ATP synthesis-coupled electron transport (GO:0042775), aerobic respiration (GO:0009060), the mitochondrial respiratory chain (GO:0005746), mitochondrial respiratory chain complex IV (GO:0005751), and oxidative phosphorylation (GO:0006119) were significantly up-regulated suggesting mitochondrial dysfunction (Supplemental Data Table 2).

Next we compared the identified GO terms with the list containing the highest differentially up-regulated genes generated by the R package LIMMA to evaluate the resemblances (Table 1). As shown in Table 1, several mitochondrial genes related to these GO processes were indeed present in the list, including *COX/1/2/3* and *AI5_ALPHA* (Table 1, bold). 

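All 4 of these probes lie on the mitochondrial chromosome (M in the array's annotation, build sacCer1). The *COX3* probe, from 79831 to 79890, had a log2 (fold change) of 3.29 ± 0.11 (SD, n = 2 arrays) in comparison 1b. The *COX1* probe, from 26642 to 26701, reached 1.62 ± 0.13, and the *COX2* probe, from 74244 to 74303, reached 1.41 ± 0.018. *AI5_ALPHA*, with a probe from 22905 to 22964 within an intron of *COX1*, reached 2.70 ± 1.42, with 1.70 on the replicate 1 array and 3.70 on the replicate 2 array. The SDs of the *COX* genes are far below their changes, yet a spread estimated from 2 arrays carries little weight, and the standard errors of the fit were 0.34 for *COX3*, 0.33 for *COX1* and 0.24 for *COX2*. Their adjusted *p* values over all probes were 0.18 in LIMMA. In the loop design the adjusted *p* was 0.0147 for *COX3*, 0.0233 for *COX1* and 0.0182 for *COX2*. In mid-exponential phase these genes were not higher in mut*DFNA5*, with log2 (fold change) values of -0.42 for *COX3*, -0.46 for *COX1* and -0.10 for *COX2*. From mid-exponential to post-diauxic, *COX3* changed by 4.04 and 2.56 on the 2 arrays of mut*DFNA5* and by -0.45 and -0.81 on those of wt*DFNA5*. *COX2* changed by 1.96 and 1.09 in mut*DFNA5* and by 0.16 and 0.16 in wt*DFNA5*. *COX1* changed by 1.70 and -0.038 in mut*DFNA5* and by -1.69 and -0.85 in wt*DFNA5*. In replicate 2 *COX1* therefore did not rise in mut*DFNA5* and fell in wt*DFNA5*.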

COX1/2/3 are three main subunits of cytochrome c oxidase, the terminal enzyme of the mitochondrial electron transport chain, encoded by the mitochondrial genome. The electron transport chain is part of mitochondrial oxidative phosphorylation providing most of the cellular ATP (Srinivasan and Avadhani, 2012). *AI5_ALPHA* is an endonuclease encoding a mobile intron of the *COXI* gene (Moran et al., 1992; Seraphin et al., 1992). Up-regulation of the main *COX* genes suggests enhanced COX activity, which has been associated with increased oxidative stress (Singh et al., 2009; Srinivasan and Avadhani, 2012). Previous data indeed demonstrated a change in redox homeostasis due to mut*DFNA5* expression in yeast (Van Rossom et al., 2012). The same study also showed increased oxidative stress measured by a dihydroethidium bromide staining (DHE). Moreover, preliminary experiments in human cell lines confirmed this and also revealed enhanced oxidative stress measured by a DHE staining (unpublished results).

In addition, two other groups of significantly enriched GO annotations could be distinguished, namely GO annotations related to catabolic and metabolic energy processes, such as oligosaccharide catabolic process (GO:0009313) or maltose catabolic processes (GO:0000025), and mechanisms related to transporter activity, such as cation (GO:0008324) and several sugar (GO:0005353 for example) transmembrane activities (Supplemental Data Table 2, respectively underlined and indicated in blue). 

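The 10 genes for maltases, isomaltases, maltose permeases and invertase on the array had a median log2 (fold change) of 1.73 in comparison 1b (camera, adjusted *p* = 7.15e-05), and 10 of 10 were higher in mut*DFNA5*. The 17 hexose transporter genes had a median of 0.77 (camera, adjusted *p* = 0.00148), and 14 of 17 were higher. Replicate 1 carried most of both. The maltose and sucrose genes had a median of 3.23 on the replicate 1 array and 0.42 on the replicate 2 array, and the hexose transporters 1.34 and 0.24. With the replicate 2 array alone for 1b, in a fit without a dye effect that was chosen after seeing the data, neither list passed the threshold (adjusted *p* = 0.0835 and 0.238).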

Consistent with the previous results, comparison of these processes with the highest differentially up-regulated genes in Table 1 confirmed these identified GO terms (Table 1). 

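*MAL12* and *MAL32*, near-identical maltase genes whose probes can pick up each other's transcripts, had log2 (fold change) values of 3.93 ± 3.40 and 3.63 ± 2.95 (SD, n = 2 arrays) in comparison 1b. *MAL12* was 6.34 higher on the replicate 1 array and 1.53 higher on the replicate 2 array. *SUC2* was at 2.45 ± 2.17, *HXT4* at 2.22 ± 1.42 and *HXT7*, whose probe can likewise pick up its close copy *HXT6*, at 3.09 ± 1.70. In each of these genes the SD between the arrays was over 1.4 on the log2 scale, and LIMMA gave adjusted *p* values of 0.27 to 0.28. The loop design did not call them either (adjusted *p* = 0.0676 for *HXT7* and 0.0859 for *HXT4*). In wt*DFNA5* cells *MAL12* rose from mid-exponential to post-diauxic by 0.42 in replicate 1 and by 4.56 in replicate 2, while in mut*DFNA5* cells it rose by 6.09 and 6.04.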

Different maltose and sucrose genes like *MAL12, MAL32*, and *SUC2*, and transmembrane transporter genes like *HXT4/7* were present in the list (Table 1).

These results revealed an important role for mitochondria-related processes in mut*DFNA5* transformed yeast cells in the post-diauxic shift.

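Among the genes of Table 1, 7 belong to the mitochondrial genome, 3 to the maltose and sucrose genes and 2 to the hexose transporters, and 0 to the nuclear-encoded subunits of the respiratory chain. The paper sets the enriched GO terms beside the most strongly up-regulated genes of Table 1, finds the *COX* genes in both, and from this concludes that mitochondria-related processes play an important part in mut*DFNA5*-transformed cells at the post-diauxic shift.

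**Figure D2:**
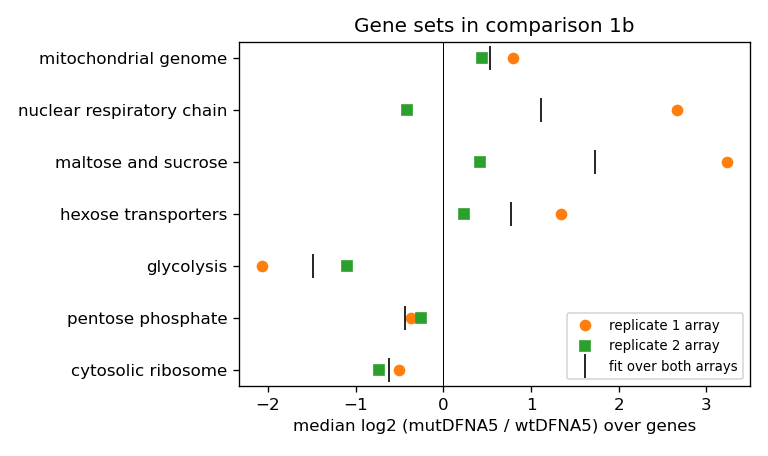
Median log2 ratio of mut*DFNA5* over wt*DFNA5* over the genes of each list in comparison 1b, on the replicate 1 array (circles), on the replicate 2 array (squares) and in the fit over both arrays (vertical lines). The medians of the nuclear respiratory chain lie on opposite sides of 0 on the 2 arrays, and those of the 6 other lists lie on the same side.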

### Processes associated with glycolysis are down-regulated in *mutDFNA5* at post-diauxic shift

To investigate the significantly down-regulated processes and genes in the post-diauxic shift between wtDFNA5 and mutDFNA5, we used the same method as described in Section Mitochondria-related Processes are Up-regulated in mutDFNA5 in Post-diauxic Shift. This revealed 585 significantly down-regulated genes in cells expressing mut*DFNA5* as compared to those expressing wt*DFNA5* (adjusted *p* < 0.05). 

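With 1 coefficient per comparison, LIMMA called 0 of 6256 probes lower in mut*DFNA5* in comparison 1b, and 600 probes were lower at an unadjusted *p* below 0.05. The shared spread estimate, likely too small for 1b, limits this count as well. Fitted alone on its own arrays, comparison 1b had 0 probes called lower. The loop design called 333 probes lower, and the fit on the RNA samples 74, or 0 with the replicate number as a block. The loop design without a dye effect, chosen after seeing the data, called 628. At the size used for the GO analysis, 66 probes were at least 1.5 lower on the log2 scale whatever their *p*. Of these, 52 were lower on both arrays and 8 reached that size on both. The loop design called 22 probes of at least this size, and the fit on the RNA samples called 16.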

The top 34 highest differentially down-regulated genes are shown in Table 2.

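The 34 genes of Table 2 had a median log2 (fold change) of -1.75 in comparison 1b, between -2.97 for *ENO2* and -0.70 for YDR509W, and all 34 were lower in mut*DFNA5* on both arrays. The median was -2.14 on the replicate 1 array and -1.52 on the replicate 2 array. LIMMA called 0 of them with adjustment over all probes. At an unadjusted *p* below 0.05 there were 32, and adjusted over the list alone 30, which is not independent evidence because the list was chosen on these samples. The loop design called 22 and the fit on the RNA samples 16. Between the phases these genes also fell in wt*DFNA5* cells, by a median of 0.80 in replicate 1 and 1.05 in replicate 2, and 30 of the 34 changed in the same direction as in comparison 1b.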

**Table 2:** **Top 34 of the differentially down-regulated genes upon transfection of mut*****DFNA5*** **in yeast at the post-diauxic shift**.

**Gene name**	**LogFC**	**AveExpr**	**adj.p.val**	**Gene name**	**LogFC**	**AveExpr**	**adj.p.val**
ENO2	−3.00	16.12	0.01	ERG25	−1.77	14.05	0.05
SSA2	−2.68	14.66	0.01	YNR021W	−1.74	11.30	<0.01
VHT1	−2.54	13.48	0.02	YBT1	−1.73	12.67	0.05
DET1	−2.44	16.33	0.01	KAP122	−1.71	9.48	<0.01
RPS22A	−2.44	14.70	<0.01	**CDC19**	−1.71	16.94	0.02
**PGK1**	−2.39	16.90	0.01	YDR509W	−1.70	6.06	<0.01
**TDH3**	−2.30	15.32	0.01	RPS9B	−1.67	15.08	<0.01
**TPI1**	−2.06	17.08	0.01	GNP1	−1.64	12.19	0.01
PDC1	−2.05	16.95	0.03	FTR1	−1.61	13.04	0.04
**TDH2**	−2.02	14.26	0.01	GPD1	−1.61	13.24	0.05
YHR140W	−1.95	8.34	0.03	RPL16B	−1.61	15.38	0.01
TOS4	−1.94	10.23	0.05	YGR266W	−1.61	9.17	0.03
YRO2	−1.91	14.89	0.03	RPA43	−1.60	10.54	<0.01
FBA1	−1.91	17.14	0.01	ARC1	−1.59	13.85	0.01
RPL9A	−1.90	14.27	0.03	PGI1	−1.58	16.09	0.03
RPL22A	−1.86	14.33	0.01	RPL18B	−1.57	9.61	0.01
URA7	−1.83	12.90	<0.01	SPE3	−1.56	12.70	0.01

*LogFC, logarithm of fold change, down-regulation in mutDFNA5 yeast samples using wtDFNA5 as a reference; adj.p.value, p-value adjusted for multiple hypothesis testing. Genes involved in processes related to the glycolysis or the pentose phosphate pathways are indicated in bold*.

The significantly down-regulated biological GO annotations can be divided in two main groups (Supplemental Data Table 3). One group is related to ribosomal processes and hence translation such as cytosolic ribosome (GO:0022626) and the positive regulation of translation fidelity (GO:0045903) (Supplemental Data Table 3, indicated in bold). This down-regulation is probably due to the fact that yeast is entering the post-diauxic shift and that mutDFNA5 has a growth defect compared to wtDFNA5. Hence, this is probably not due to mut*DFNA5* expression. 

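The 136 genes for proteins of the cytosolic ribosome had a median log2 (fold change) of -0.61 in comparison 1b, -0.50 on the replicate 1 array and -0.73 on the replicate 2 array, and 18 of 136 were higher in mut*DFNA5* (camera, adjusted *p* = 4.32e-16; fry, adjusted *p* = 0.121). Many of these genes have a near-identical copy, whose transcripts the probes may not separate. From mid-exponential to post-diauxic the same genes changed by a median of -0.69 in wt*DFNA5* and -1.10 in mut*DFNA5* cells. Already in comparison 1a they were lower in mut*DFNA5*, with a median of -0.27, mainly from replicate 2. The medians were -0.093 on the replicate 1 array and -0.44 on the replicate 2 array.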

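The 17 genes for glycolytic enzymes had a median log2 (fold change) of -1.49 in comparison 1b. The median was -2.06 on the replicate 1 array and -1.10 on the replicate 2 array, and 4 of 17 genes were higher in mut*DFNA5* (camera, adjusted *p* = 7.15e-05; fry, adjusted *p* = 0.0353). With either array alone for 1b, in fits without a dye effect that were chosen after seeing the data, the list still passed camera (adjusted *p* = 0.000239 and 0.00592). The 11 genes of the pentose phosphate pathway had a median of -0.44 and did not pass camera (adjusted *p* = 0.105), but passed fry (adjusted *p* = 0.00642). From mid-exponential to post-diauxic, the glycolytic genes changed by a median of -0.97 in wt*DFNA5* and -2.66 in mut*DFNA5* cells.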

The second group was correlated with the biosynthesis and metabolism of glucose (GO:0006007), monosaccharide (GO:0046365) and glycolysis (GO:0006096).

Again, we compared the identified GO terms using the list containing the highest differentially down-regulated genes generated by the R package LIMMA to evaluate the resemblances (Table 2). As expected, this list contained several components associated with the glycolysis and several protein components of the small and large ribosomal subunit.

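Of the 34 genes in Table 2, 8 belong to the glycolytic enzymes and 6 to the proteins of the cytosolic ribosome. None of the 11 genes written down for the pentose phosphate pathway is among them. The paper's GO analysis also has the pentose-phosphate shunt among its down-regulated terms. That result was not repeated here, and its annotation may hold genes that this list lacks.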

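*TPI1*, which encodes triosephosphate isomerase, had a log2 (fold change) of -1.95 ± 0.64 (SD, n = 2 arrays) in comparison 1b. The glyceraldehyde-3-phosphate dehydrogenase genes *TDH2* and *TDH3*, close copies that their probes may not separate, were at -1.96 ± 0.66 and -2.22 ± 0.56, the phosphoglycerate kinase gene *PGK1* at -2.34 ± 0.71 and *CDC19* at -1.66 ± 0.57. Each was lower on both arrays. The standard errors were 0.26 for *TPI1* and 0.42 for *PGK1*, and LIMMA gave all 5 genes an adjusted *p* of 0.18. The loop design called all 5, with adjusted *p* values from 0.0147 for *TPI1* to 0.0217 for *CDC19*.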

Interestingly, the list also contained several genes such as *TPI, TDH2/3, PGK1*, and *CDC19*, which are all enzymes playing a role in either the glycolytic or the pentose phosphate pathway (PPP) (Table 2 indicated in bold). *CDC19* is the yeast homolog of the human pyruvate kinase (PK) gene. Down-regulation of PK has been correlated with the activation of the PPP and the redirection of the metabolic flux from glycolysis to PPP both in human cell lines and in yeast (Ralser et al., 2007; Christofk et al., 2008; Anastasiou et al., 2011). This will enhance the anti-oxidant response and hence increase the tolerance for oxidative stress (Ralser et al., 2007; Gruning et al., 2011; Kruger et al., 2011). The down-regulation of genes involved in glycolysis and the PPP could suggest a link with oxidative stress providing a protection mechanism for mut*DFNA5*-transformed yeast cells.

### Induction of ER-related processes upon mutDFNA5 expression in yeast

In addition to the comparison of mut*DFNA5* and wt*DFNA5* in the post-diauxic shift, the modifications between mid-exponential phase and at the post-diauxic shift were investigated separately both in mut*DFNA5*-(comparison 2a Figure 1) and wt*DFNA5*-(comparison 2b Figure 1) transformed yeast cells. As both wtDFNA5 and mutDFNA5 cells demonstrated differentially expressed genes in exponential phase compared to post-diauxic shift, we expected the presence of many significantly up- or down regulated genes related to the post-diauxic shift but not solely due to mut*DFNA5* expression. Therefore, genes which were differentially expressed at the post-diauxic shift upon mut*DFNA5* transformation, but do not show any differences upon wt*DFNA5* expression in post-diauxic phase, are potentially related to mut*DFNA5*-associated processes. These were assigned as mut*DFNA5*-related changes not associated with the post-diauxic shift in yeast.

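At an adjusted *p* below 0.05 in LIMMA and a log2 (fold change) of at least 1.5, 469 probes were higher and 476 lower post-diauxic in mut*DFNA5* cells (comparison 2a), and 274 were higher and 231 lower in wt*DFNA5* cells (comparison 2b). With a single array left for a comparison and a dye effect in the fit, none of these counts stayed above 0, and with no dye effect, a choice made after seeing the data, they lay between 165 and 383. Of the 476 lower probes, 173 were not called in comparison 2b. That selection sets a call beside a missing call, and 172 of the 173 also fell in wt*DFNA5*, with a median of -0.98 against -1.94 in mut*DFNA5*. At an unadjusted *p* below 0.05, 110 of them were lower in wt*DFNA5*. The difference between the changes was therefore also tested itself, as the contrast 2a minus 2b. It called 0 of 6256 probes, with 426 at an unadjusted *p* below 0.05, and 0 of the 173, of which 43 were below that *p*. The loop design called 79 probes with a higher and 108 with a lower change in mut*DFNA5*, and the fit on the RNA samples called 0. The paper reasons that genes which change at the post-diauxic shift with mut*DFNA5* and show no difference with wt*DFNA5* are potentially related to mut*DFNA5*, and assigns them as such.

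**Figure D3:**
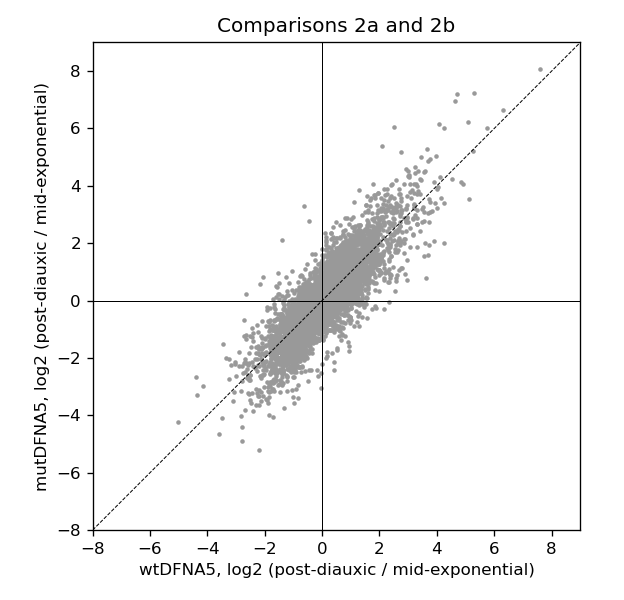
Log2 (fold change) from mid-exponential to post-diauxic in wt*DFNA5* cells (horizontal axis) and mut*DFNA5* cells (vertical axis); each point is a probe, and the dashed line marks equal change. The points follow the line, with *r* = 0.85 across probes.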

Genes with an adjusted *p*-value below 0.05 and a log2 (fold change) above 1.5 were selected for GO analysis. The GO-enriched processes significantly associated with up-regulated genes were very similar between comparison 2a and 2b and were associated with translation. 

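Of the probes called at least 1.5 higher, 188 were shared between comparisons 2a and 2b. Over all sizes, 900 probes were called in both comparisons, and 900 of them changed in the same direction. No RNA sample is shared between these comparisons. Across probes, the slope of the change in mut*DFNA5* on that in wt*DFNA5* was 1.02.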

GO-enriched terms significantly associated with down-regulated genes were related to ribosomes and RNA and were present both in wt*DFNA5*- and in mut*DFNA5*-transformed yeast cells. These processes were probably due to the shift to respiration and not in particular related to mut*DFNA5* (data not shown). However, three main classes could be distinguished at the post-diauxic shift. Two of them were more prominent in mut*DFNA5*-transformed yeast cells. 

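Of the probes called at least 1.5 lower, 164 were shared between comparisons 2a and 2b. Among the 136 genes of the cytosolic ribosome, 131 fell in mut*DFNA5* and 128 in wt*DFNA5* cells, but LIMMA called 73 of them in comparison 2a and 10 in comparison 2b, 31 and 0 of these with a decrease of at least 1.5. The change of the list was -1.36 and -0.82 on the arrays of comparison 2a and -0.97 and -0.40 on those of comparison 2b. Whether this list differed between the comparisons was not tested.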

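The 23 genes of the mevalonate and ergosterol pathway changed by a median log2 (fold change) of -1.80 in mut*DFNA5* and -0.63 in wt*DFNA5* cells, and 12 of them were called at least 1.5 lower in comparison 2a and 5 in comparison 2b. Tested as a difference between the comparisons, the median was -1.01 (camera, adjusted *p* = 3.79e-05 over 5 lists; fry, adjusted *p* = 0.153). This difference was -1.27 between the samples of replicate 1 and -0.46 between those of replicate 2. From replicate 2 alone it did not pass camera (adjusted *p* = 0.113), in a fit without a dye effect that was chosen after seeing the data. The 10 probes for fatty acid synthesis and elongation changed by -2.40 in mut*DFNA5* and -1.68 in wt*DFNA5*, and 9 were called at least 1.5 lower in comparison 2a and 5 in comparison 2b. Their difference was -0.61 (camera, adjusted *p* = 0.00211), with -0.34 in replicate 1 and -0.95 in replicate 2. From replicate 1 alone it did not pass camera in the same kind of fit (adjusted *p* = 0.107). No list passed fry or an estimated correlation in this contrast.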

One class was related to the biosynthesis and the metabolism of lipids (GO:0008610), such as (ergo)sterols (GO:0016126), (phyto)steroids (GO:0006694), and fatty acids (GO:0006633) (Supplemental Data Table 4, indicated in bold). 

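The 23 genes of the translocon, the signal recognition particle and the GET pathway, which bring proteins to the ER, fell by a median of 1.05 on the log2 scale in mut*DFNA5* and by 0.91 in wt*DFNA5* cells. In comparison 2a 7 of them were called at least 1.5 lower, and 2 in comparison 2b, but the difference between the comparisons was -0.024 and did not pass camera (adjusted *p* = 0.446). The 19 genes for folding in the ER and for the unfolded protein response went the other way, with 2 called at least 1.5 lower in comparison 2a and 7 in comparison 2b. Their changes were -0.75 and -1.31, a difference of 0.42 (camera, adjusted *p* = 0.0193) that was 0.72 in replicate 1 and 0.051 in replicate 2. No list for the ER or the ER membrane as a whole was tested.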

The other group was associated with the ER (GO:0005783), such as the ER membrane (GO:0005789) and protein targeting to ER (GO: 0045047) (Supplemental Data Table 4, processes are underlined).

The third group which could be distinguished was related to the cytoskeleton (GO:0005856) and was more pronounced in wt*DFNA5*-transformed yeast cells. 

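The 40 genes for tubulins, the spindle pole body and microtubule motors fell by a median of 0.63 in mut*DFNA5* and 1.22 in wt*DFNA5* cells on the log2 scale, and 4 were called at least 1.5 lower in comparison 2a and 8 in comparison 2b. The difference between the comparisons was 0.44, and 34 of 40 genes fell less in mut*DFNA5* (camera, adjusted *p* = 5.38e-06; fry, adjusted *p* = 0.153). It was 0.32 in replicate 1 and 0.51 in replicate 2. Without replicate 2 it did not pass camera with a dye effect in the fit (adjusted *p* = 0.507) and passed with none (adjusted *p* = 0.0350), a choice made after seeing the data. In mid-exponential phase these genes were lower in mut*DFNA5*, with a median of -0.41. At the post-diauxic shift, in comparison 1b, the median was 0.0094, with -0.063 and 0.23 on the 2 arrays. The difference between the comparisons thus goes mostly with the mid-exponential samples.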

Cellularly enriched GO terms such as the microtubule cytoskeleton (GO:0015630) and the microtubule organizing center (GO:0005815) were present in this list (Supplemental Data Table 5, indicated in bold).

### Association of DFNA5 with the MAPK-related mechanisms in HEK293T cells

To further elucidate the *DFNA5*-related pathways, a microarray experiment was performed in human HEK293T cells. As described previously, mut*DFNA5* induced a growth defect in transfected HEK293T cells compared to wt*DFNA5* and control (cells transfected with an empty vector) (Op de Beeck et al., 2011). These cell death events were evident from 9 h post-transfection and peaked at 12 h (data not shown). Therefore RNA samples of HEK293T cells were collected 12 h post-transfection. A transcriptomic analysis was performed on HEK293T cells transfected with either wt*DFNA5* or mut*DFNA5*. Six biological replicates of every RNA sample were collected although one wt*DFNA5*-transfected sample did not survive quality control. Subsequent analyses, using wt*DFNA5* as a reference, were therefore performed on five wt*DFNA5*- vs. six mut*DFNA5*-transfected samples. Analysis using “Beadarray” and “LIMMA” packages available in R identified 228 significantly up- and 222 significantly down-regulated genes after correction for multiple hypothesis testing (*p* < 0.05). In addition to individual gene expression, GO analysis was performed to determine the biologically, cellularly, and molecularly enriched GO annotations linked to the differentially expressed genes.

Table 3 shows the top 34 of the significantly up-regulated genes. It contains several genes related to the MAPK pathway such as *EGR1/*2, *FOSB*, and*JUNB* (indicated in bold). Interestingly, this list also contained the *PMAIP1* gene. *PMAIP1* encodes a BH3-only protein belonging to the BCL2 protein family, a family of important regulators of apoptotic cell death related to the mitochondria. The top 34 highest down-regulated genes are shown in Table 4 and contains several genes related to protein folding such as *HSPA6, ATF3*, and *CTH* (indicated in bold, Table 4).

**Table 3:** **Top 34 of the significantly up-regulated genes in mut*****DFNA5*** **transfected HEK293T cells**.

**Gene symbol**	**logFC**	**AveExpr**	**adj.p.val**	**Gene symbol**	**logFC**	**AveExpr**	**adj.p.val**
ZCCHC12	2.63	12.07	<0.01	**PMAIP1 (2750367)**	1.00	10.76	<0.01
ETV5	1.88	9.11	<0.01	ETV4	0.99	7.71	<0.01
LOC387763	1.86	10.00	<0.01	SPRY2	0.97	9.96	<0.01
**EGR1**	1.83	11.82	<0.01	**PMAIP1 (6020598)**	0.96	9.30	<0.01
ARC	1.61	8.76	<0.01	CCNA1	0.94	7.60	<0.01
**FOSB**	1.58	8.85	<0.01	TRIM9	0.92	10.00	<0.01
KCTD12	1.40	10.32	<0.01	MAFF	0.90	7.95	<0.01
**JUNB**	1.40	9.09	<0.01	FAM84B	0.90	12.04	<0.01
ADAMTS1	1.24	9.88	<0.01	EPHA2	0.89	7.98	<0.01
**EGR2**	1.19	8.12	<0.01	CYP1B1	0.88	8.52	<0.01
**FOS**	1.18	10.17	<0.01	NDRG1	0.87	9.54	<0.01
CITED1	1.16	11.66	<0.01	SERTAD1	0.85	10.14	<0.01
MAFB	1.12	9.32	<0.01	MCL1	0.81	10.20	<0.01
GPR3	1.07	8.29	<0.01	SPRY4	0.81	7.66	<0.01
TNFRSF12A	1.06	9.77	<0.01	VGF	0.79	8.30	<0.01
TRIB1	1.04	11.60	<0.01	NEFM	0.79	11.58	<0.01
ANXA1	1.03	8.98	<0.01	GEM	0.79	7.88	<0.01

*LogFC, logarithm of fold change, down-regulation in mutDFNA5 yeast samples using wtDFNA5 as a reference; adj.p.value, p-value adjusted for multiple hypothesis testing. The array address of the specific splice variant on the microarray is provided between parentheses. Genes involved in processes related to either the MAPK pathway, cAMP response or the mitochondria are indicated in bold*.

**Table 4:** **Top 34 of the highest significantly down-regulated genes in mut*****DFNA5*** **transfected HEK293T cells**.

**Gene symbol**	**logFC**	**AveExpr**	**adj.p.val**	**Gene symbol**	**logFC**	**AveExpr**	**adj.p.val**
**HSPA6 (160092)**	−1.54	10.49	<0.01	HRK	−0.64	8.82	<0.01
DDIT4	−1.26	10.18	<0.01	C5orf13	−0.64	9.27	<0.01
CLEC2D	−0.97	9.47	<0.01	LRAP	−0.63	13.23	<0.01
ZNF256	−0.91	9.10	<0.01	CLEC2D	−0.61	14.72	<0.01
TDP1	−0.87	10.90	<0.01	GUSBL1	−0.60	10.04	<0.01
LRP5L	−0.84	8.76	<0.01	DTL	−0.60	10.17	<0.01
**CTH (60138)**	−0.80	10.40	<0.01	ZSCAN16	−0.58	8.66	<0.01
SNORD15B	−0.78	8.76	<0.01	**CTH (1470576)**	−0.58	8.75	<0.01
C17orf48	−0.76	8.45	<0.01	LOC654194	−0.58	13.17	<0.01
LOC389816	−0.73	8.57	<0.01	SNORD68	−0.58	10.17	<0.01
**HSPA6 (1710553)**	−0.71	9.28	<0.01	ZNF205	−0.57	7.83	<0.01
ZMAT3	−0.70	12.59	<0.01	ZNF416	−0.57	8.56	<0.01
PMS2L3	−0.67	8.69	<0.01	LRRC26	−0.57	8.19	<0.01
PCDHGA9	−0.66	7.61	<0.01	Hs.537645	−0.57	7.54	<0.01
**CTH (6220504)**	−0.65	8.29	<0.01	**ATF3 (4780128)**	−0.56	11.95	<0.01
C3orf34	−0.64	12.64	<0.01	ACOT2	−0.55	9.15	<0.01
FANCE	−0.64	9.35	<0.01	PCK2	−0.55	9.22	<0.01

*LogFC, logarithm of fold change, down-regulation in mutDFNA5 yeast samples using wtDFNA5 as a reference; adj.p.value, p-value adjusted for multiple hypothesis testing. The array address of the specific splice variant on the microarray is provided between parentheses. Genes involved in processes related to protein folding are indicated in bold*.

Subsequent GO analysis of the biological annotations revealed, in addition to the more general development processes, the up-regulation of the MAPK pathway (GO:0043407) and the cAMP response (GO:0051591) (Supplemental Data Table 6, indicated in bold). The response to protein folding (GO:0006986) and to topologically incorrect protein (GO:0035966) were the only two significantly down-regulated processes and both were related to protein folding (Supplemental Data Table 7). The most important genes that are involved in these processes were *HSPA6*, a heat shock protein and several chaperones proteins, such as *DNAJB1* and *DNAJB2*.

These results demonstrate the association of mut*DFNA5*-induced cell death with the MAPK pathways. The identification of processes related to protein folding supports the results in yeast in which GO terms related to protein folding and the ER were significantly associated with mutDFNA5.

### Validation of the MAPK role in DFNA5-related cell death in HEK293T cells

The data generated by the transcriptomic analysis in HEK293T cells were validated by real-time rtPCR of newly collected RNA samples. *EGR1* and *FOSB* gene expression was investigated on different time-points ranging from 3 to 72 h post-transfection. As shown in Figure 2, significantly up-regulated *EGR1* and *FOSB* gene expression was observed in cells transfected with mut*DFNA5* from 12 to 18 h post transfection (*p* < 0.05) (Figure 2). Hence the data generated by the transcriptomic analyses were indeed confirmed by real time rtPCR as demonstrated by up-regulation of genes related to the MAPK pathway.

**Figure 2:**
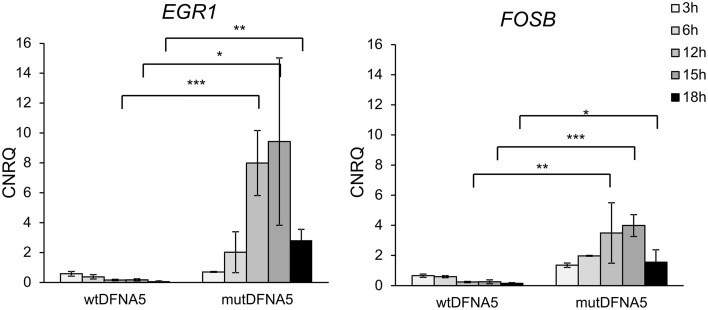
**Increased** ***EGR1*** **and** ***FOSB*** **gene expression in mut*****DFNA5*****-transfected HEK293T cells**. RNA samples were collected from HEK293T cells transfected with either wt*DFNA5* or mut*DFNA5* and gene expression was measured by real-time rtPCR. Significantly increased expression was seen in mut*DFNA5* at 12 h [p(egr1) = 0.000; p(fosB) = 0.006], 15 h [p(egr1) = 0.017; p(fosB) = 0.000] and 18 h [p(egr1) = 0.004; p(fosB) = 0.026] post-transfection. ^*^p < 0.05; ^**^p < 0.01; ^***^p < 0.001. CNRQ, calibrated normalized relative quantities.

After confirmation by real time rtPCR, the significance of the activated MAPK pathway was further validated by two independent experiments. To investigate the significance of the MAPK pathway, we wondered whether inhibition of the MAPK pathway would attenuate this mutDFNA5-induced growth defect.

Therefore, a specific JNK inhibitor, namely SP600125, was added, followed by a viability assay to determine the effect on cell survival. Different concentrations of the JNK inhibitor SP600125 were used to measure viability by flow cytometry (CyFlow ML, Partec, Germany) and these results were compared to untreated mut*DFNA5*-transfected HEK293T cells. Overnight treatment of the cells with different concentrations of SP600125 did not have any major effect on transfection efficiency, but significantly increased the viability of mut*DFNA5*-transfected cells. Although, addition of 12.5 and 25 μM SP600125 both significantly increased the viability with a *p*-value of 0.020 and 0.004 respectively SP600125 had the greatest effect with a concentration of 25 μM SP600125 since the viability was raised from 31.93 to 51.00% (Figure 3).

**Figure 3:**
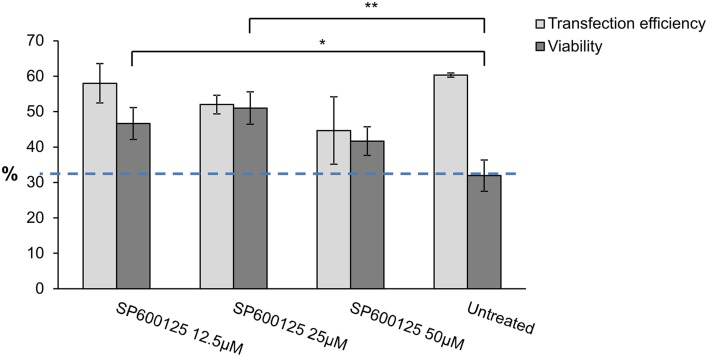
**MAPK inhibitor effect on mut*****DFNA5*** **transfected HEK293T cells**. Mut*DFNA5*-transfected HEK293T cells were pretreated with different amounts of SP600125 (JNK inhibitor). Cell viability was measured and compared to untreated mut*DFNA5*-transfected HEK293T cells. ^*^p < 0.05; ^**^p < 0.01.

Next, to evaluate the effect of MAPK up-regulation on protein level, different MAPK proteins were studied by western blotting. There are three main MAPK pathways in human cell lines represented by the ERK, JNK, and p38 MAPK branch. Consistent with the results obtained by real time rtPCR and the viability assay, activation of the MAPK pathway proteins was also demonstrated by western blotting. Total protein lysates were collected from HEK293T cells 12 h post-transfection. Three phosphorylated (activated) and non-phosphorylated (not activated) proteins of the MAPK pathway were studied using six different antibodies. No differences were seen in the expression level of non-phosphorylated ERK and JNK (Figure 4A). Activation of JNK and to a minor extent of ERK (p42/p44) was seen upon mut*DFNA5* transfection compared to control and wt*DFNA5* (Figure 4B). The expression of p38 was also evaluated but no difference in protein expression was observed between mutDFNA5 compared to wtDFNA5 and control (data not shown). β-Actin was used as a loading control.

**Figure 4:**
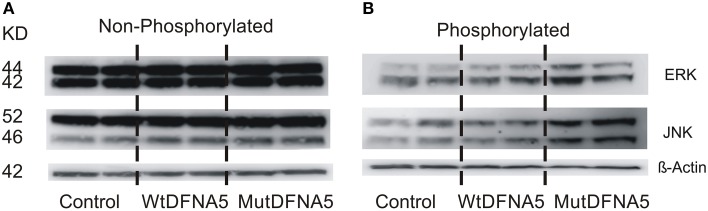
**Activation of the MAPK pathway by mutDFNA5. (A)** Western blot analysis of non- phosphorylated ERK (p42/p42) and JNK. No differences were seen in protein expression level of ERK and JNK between control, wtDFNA5 and mutDFNA5 transfected HEK293T cells. **(B)** Western blot analysis of phosphorylated, activated ERK (p42/p42) and JNK. Increased expression of JNK and to a lesser extent of ERK was seen in mutDFNA5 transfected HEK293T cells as compared to wtDFNA5 and control.

These results suggest that DFNA5 induces PCD mediated through activation of the MAPK pathways. Addition of a MAPK inhibitor partially attenuated the mutDFNA5-induced growth defect identifying the MAPK pathway as an early event in mutDFNA5-associated cell death.

### Comparison of the yeast microarray results with the gene expression in human cell lines

In order to study the significance of the yeast results, a comparison was made between the two microarray experiments. Human homologs of the significantly up- and down-regulated yeast genes at the post-diauxic shift (comparison 1b) were identified using Ensemble Biomart. Of the 451 significantly up- and 585 significantly down-regulated yeast genes, respectively 296 and 647 human homologs were identified. These specific human homologs were analyzed using the R package LIMMA, which generated a new list of human genes. The FC cut-off of the resulting gene list was set to FC 1.2, resulting in 16 up- and 14 down-regulated human genes (Supplemental Tables 8A,B). *TM7SF2, UCP2*, and *VPS33B*, three down-regulated human genes, were selected to verify the yeast results in human cell lines using real-time rtPCR. *UCP2* and *VPS33B* were evaluated because they were the two most down-regulated genes present in the list. UCP2, an uncoupling protein, is a mitochondrial carrier located at the mitochondrial inner membrane. Suppression of UCP2 has been linked to increased ROS production (Deng et al., 2012; Dando et al., 2013) and lifespan regulation (Andrews and Horvath, 2009; Andrews, 2010). The Vacuolar protein sorting 33 homolog (VPS33B) gene is involved in intracellular vesicle Golgi-to-lysosome transport (Pevsner et al., 1996; Lo et al., 2005). *TM7SF2* was selected based on its function in relation to the yeast results. TM7SF2 is a transmembrane protein present in the ER and associated with biosynthesis of cholesterol. In addition to its role in cholesterol synthesis, TM7SF2 appears to be involved in the inflammatory response upon cellular stress (Holmer et al., 1998; Bennati et al., 2006; Schiavoni et al., 2010; Bellezza et al., 2013).

To verify the yeast results in human cell lines, RNA was collected from HEK293T cells transfected with either wt*DFNA5* or mut*DFNA5* at different time-points starting at 12 h after transfection as this was the time-point of the human microarray experiment. The *TM7SF2, UCP2*, and *VPS33B* genes had a fold change of respectively 1.23, 1.31, and 1.27 on the microarray. Real-time rtPCR on RNA samples 12 h post-transfection confirmed these microarray results as all three genes were down-regulated in mut*DFNA5* compared to wt*DFNA5* (Figure 5A) with fold changes comparable to the microarray (respectively 1.35, 1.48, and 1.59). Although not significantly, these three genes were down-regulated in HEK293T cells at 12 h after transfection (Figure 5A). The down-regulation was still present at 20 h, peaked at 24 h after transfection and was even significant for TM7SF2 (p:0.01) and UCP2 (p:0.07) at respectively 20 h and 24 h after transfection (Figure 5B). Due to this down-regulation, we can conclude that there are some similarities between the yeast and the HEK293T microarray. Differences are seen when looking at the individual genes, but upon study of the different pathways a role for processes related to protein folding were seen in both model systems.

**Figure 5:**
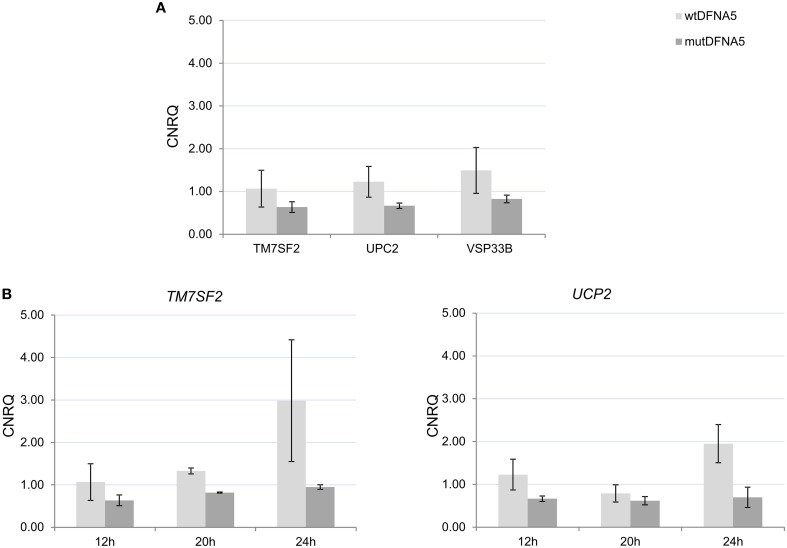
**Validation of the yeast microarray by real-time rtPCR in HEK293T cells. (A)** Gene expression 12 h post-transfection in human HEK293T cells of three selected genes. **(B)** Gene expression 12, 20, and 24 h post-transfection with either wt*DFNA5* or mutant *DFNA5*. *UCP2*, uncoupling protein 2 (mitochondrial, proton carrier); *TM7SF2*, transmembrane 7 superfamily member 2; *VPS33B*, vacuolar protein sorting 33 homolog. Light gray, wt*DFNA5*; Dark gray, mut*DFNA5*. ^*^p < 0.05. CNRQ, calibrated normalized relative quantities.

## Discussion

This study further investigated the biological effects induced by *DFNA5* expression in *Saccharomyces cerevisiae* and in human HEK293T cells. A previous study in human cell lines revealed that mut*DFNA5* is a cell death-inducing gene (Op de Beeck et al., 2011). As described previously (Van Rossom et al., 2012), transformation of mut*DFNA5* in yeast resulted in a growth defect associated with four different mitochondria-related proteins. This study was the first to establish a possible link between the mitochondria and DFNA5. In addition, the 2012 study observed that the protein quality control system, responsible for correct protein folding and degradation, had problems coping with mutDFNA5. A failing protein quality control system could indicate the presence of ER stress, as the ER can be involved in protein folding and degradation.

This study confirmed the involvement of mitochondria-related processes upon expression of mut*DFNA5* in *Saccharomyces cerevisiae*, especially the ATP-coupled electron transport. Several genes related to either the glycolysis and the PPP were significantly down-regulated upon mut*DFNA5* transformation in yeast. Furthermore, we show that the JNK and ERK MAPK pathways are activated *in vitro* after transfection of mut*DFNA5* in HEK293T cells and that inhibition of this pathway is able to partially attenuate the resulting cell death. Additionally, this study also revealed an association of GO annotations related to the ER and protein folding in both model organisms.

### Oxidative stress and hearing loss

The up-regulation of different cytochrome c oxidase (*COX*) genes revealed a potential association of the mutDFNA5-related cell death mechanisms with oxidative stress in yeast. Increased oxidative stress was already demonstrated in yeast (Van Rossom et al., 2012) and was later confirmed in human cell lines (unpublished results). Enhanced COX activity has indeed been associated with increased oxidative stress (Singh et al., 2009; Srinivasan and Avadhani, 2012). COX is the rate limiting enzyme of respiration which regulates the bio-energetic status of the cell. Dependent on the cellular energetic requirements, the COX activity can be rapidly adapted. The ratio of ATP/ADP is one of the regulators of the COX activity. High ADP levels or ATP utilization will increase the enzyme activity and stimulate the respiration (Napiwotzki and Kadenbach, 1998; Arnold and Kadenbach, 1999). Activation of the COX activity could result in higher oxidative stress generated at the mitochondria.

Additionally, the correlation of mutDFNA5 with several genes of the PPP can also be linked to oxidative stress in yeast as the PPP plays a major role in the anti-oxidant response. Reduced expression of *CDC19*, the yeast homolog of PK, and of *TPI* has been correlated with the activation of the PPP and the redirection of the metabolic flux from glycolysis to PPP both in human cell lines and in yeast (Christofk et al., 2008; Gruning et al., 2011, 2014). This study revealed reduced gene expression of both *TPI* and *CDC19*, indicating a shift in redox sensing in eukaryotes mediating a fast response to oxidative stress. Activation of the PPP is correlated with the inhibition of ROS accumulation and enhancement of the anti-oxidant response upon shift from fermentation to respiration. PPP activation will enhance the anti-oxidant response and hence increase the tolerance for oxidative stress (Ralser et al., 2007; Gruning et al., 2011; Kruger et al., 2011). These data clearly demonstrate a change in redox homeostasis due to mut*DFNA5* expression which was shown previously in yeast (Van Rossom et al., 2012).

Furthermore, enhanced oxidative stress is often related to a failing protein quality control system (Davies, 2001; Shang et al., 2001; Bender et al., 2010, 2011; Shang and Taylor, 2011). This possibility was already suggested by the proteolytic degradation previously seen upon wt*DFNA5* transformation, but which was absent in mut*DFNA5*-transformed yeast cells (Van Rossom et al., 2012). MutDFNA5 seemed to escape this quality control system, in contrast to wtDFNA5 which was subject to the normal clearance system. Moreover, the authors suggested a possible link between protein degradation and the mitochondria in mutDFNA5-induced cell death as yeast seemed to have problems with proper mutDFNA5 protein turnover. The same link was confirmed in both model organisms used in the current study.

### Role of ER stress in the pathology of hearing loss

The increase in mitochondrial metabolism seen in this study and the decrease of protein folding processes, can also be explained by the presence of cellular ER stress leading to an unfolded protein response. Mitochondria and ER form an interconnected network which is important for several biological processes mediating an adaptive response under various cellular stress conditions (De Brito and Scorrano, 2010; Marchi et al., 2014). The association between mutDFNA5 and the GO terms related to lipid metabolism, protein targeting to ER and the ER membrane, suggest the presence of ER stress (Schroder, 2008). Mitochondria depend on the ER for the import of several proteins and lipids and for Ca^2+^ exchange involved in cell death and mitochondrial metabolism (Sauner and Levy, 1971; Zecchini et al., 2007; Stiban et al., 2008; Wiel et al., 2014). Enhanced Ca^2+^ supply will increase ATP production and mitochondrial respiration, processes which were indeed both up-regulated at the post-diauxic shift upon mut*DFNA5* expression. Prolonged enhancement however will eventually have a detrimental effect on the mitochondria.

Despite limited knowledge correlating mutDFNA5 with ER stress, a correlation has been established between ER stress and certain causes of HL. Ototoxicity (HL due to the use of pharmaceuticals such as aminoglycoside antibiotics and platinum-based chemotherapeutics) was shown to be correlated with ER stress-dependent pathways. Certain pain relievers, contributing to tinnitus and progressive bilateral sensorineural HL, were shown to induce ROS overproduction, altered ER morphology and changes in ER stress markers, such as CHOP (Kalinec et al., 2014).

Taken together, the previous observation of the importance of the mitochondria in mutDFNA5-related cell death and the known correlation between the ER and the mitochondria points to a potential role for the ER in DFNA5-induced cell death. The failing of the protein quality control system in mutDFNA5 suggests the involvement of the ER, but this remains unclear at this moment and needs to be further investigated in the future.

### Contribution of the mitochondria in MAPK-related cell death

In addition to the mitochondria, the MAPK pathways seem to play a prominent role in mutDFNA5-induced cell death in HEK293T cells. The link between the mitochondria and MAPK in DFNA5-related cell death is unknown at this moment, but several mitochondria-MAPK correlations have been described. It is known that MAPK pathways can be induced by ROS production generated by the mitochondria (Chambers and Lograsso, 2011). As increased oxidative stress has been shown in an earlier study in yeast and in human cell lines (unpublished results), this can provide a direct link between these two processes. This could suggest that ROS activates the MAPK pathway and hence lays up-stream of the MAPK pathway in DFNA5-induced cell death. However, we showed in this study that a specific MAPK inhibitor was able to attenuate the cell death and we have unpublished results showing that several anti-oxidants did not inhibit DFNA5-induced cell death. This implies that ROS is either a secondary event not directly causing cell death, or that the activation of MAPK is an early event in the cell death process, up-stream of ROS production. Furthermore, comparison of yeast and the human microarray results identified *UCP2*, a gene associated with the mitochondria, which showed reduced gene expression in *mutDFNA5* compared to *wtDFNA5*. Interestingly, mitochondrial stress has been linked to the down-regulation of *UCP2* by activation of the MAPK pathway and of JNK activation in particular (Emre et al., 2007; Selimovic et al., 2008). *UCP2* reduction was an early event required for the amplification of the activated MAPK pathway enabling mitochondrial ROS production (Emre et al., 2007; Basu Ball et al, 2011). This down-regulation enables mitochondrial ROS production providing the amplification loop stimulating the MAPK pathway. UCP2 can therefore provide the link between MAPK and the mitochondria, regulating the ROS production, a feature deregulated in both model organisms.

However, we did not observe an up-regulation of MAPK-related pathways in yeast. This could be explained by the differences in timing between the experiments. For human cell lines, the experiment was performed 12 h post-transfection, while yeast RNA was collected at the post-diauxic shift.

In conclusion, this study confirms the role of the mitochondria in mutDFNA5-induced toxicity in yeast. Additionally, it shows that mutDFNA5-induced cell death is mediated by the MAPK pathway, especially through the ERK and the JNK branch. Inhibition of this pathway could significantly enhance the cell viability of mut*DFNA5*-transfected HEK293T cells which suggests the importance of this signaling cascade for DFNA5. How the MAPK pathways perform their role in cell death and the connection with DFNA5-related mechanisms remains uncertain at this moment but is a good starting for future studies. Future studies further unraveling the DFNA5-induced cell death mechanism are important as they may lead to new insights in the involvement of mitochondria in HL and have the potential to lead to new future therapies.

### Conflict of interest statement

The funders had no role in study design, data collection and analysis, decision to publish, or preparation of the manuscript. Joris Winderickx declares that he is co-founder of the KU Leuven spin-off companies reMYND and ADxNeuroSciences, but this did not influence study design, data collection, analysis, publication or the preparation of the manuscript. The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: The deafness gene DFNA5 induces programmed cell death through mitochondria and MAPK-related pathways
**Source:** Front Cell Neurosci. 2015 Jul 16;9:231. doi: 10.3389/fncel.2015.00231
**Supplement:** Supplementary file 1

**Table 1: Primer sequences for RT-PCR.** HHG: housekeeping genes used for normalization. Fw, forward; Rv, reverse sequence.

| Gene       | Fw_sequence                        | Rv_sequence                         |
|------------|------------------------------------|-------------------------------------|
| TM7SF2     | TCT ACA TGA AGG CGC AGG TAG C      | AGT CGT AAA TCG GAT TGC CTG AG      |
| UCP2       | TCT CCC AAT GTT GCT CGT AAT GCC    | AAG TGG CAA GGG AGG TCA TCT GTC     |
| VPS33B     | TGT GGA TCT GCT GAG CAT GGA AC     | TCC AAC GCT GAT CTC CTT CCA G       |
| FOSB       | GAG AGC TGG TAG TTA GTA GCA TGT GA | AAT TCC AAT AAT GAA CCC AAT AGA TTA |
| EGR1       | GCA CCT GAC CGC AGA GTC TT         | AGT GGT TTG GCT GGG GTA ACT         |
| GAPD_HHG   | TGC ACC ACC AAC TGC TTA GC         | GGC ATG GAC TGT GGT CAT GAG         |
| RPL13A_HHG | CCT GGA GTT TTC TTT CCA GAG        | TTG AGA ACC TCT GTG TAT TTG         |
| YWHAZ_HHG  | ACT TTT GGT ACA TTG TGG CTT        | CCG CCA GGA CAA ACC AGT AT          |

# Supplementary material for: The deafness gene DFNA5 induces programmed cell death through mitochondria and MAPK-related pathways
**Source:** Front Cell Neurosci. 2015 Jul 16;9:231. doi: 10.3389/fncel.2015.00231
**Supplement:** Supplementary file 2

**Table 2: condensed list of all the significantly up-regulated GO annotations at the post-diauxic shift.** Population term: the number of genes in the whole yeast population set (5640 genes) that are annotated to the GO term in question. Study term: the number of genes in the study set that is annotated to the GO term in question. The study set contained 75 significantly up-regulated genes with a  $\log_2(\text{FC}) < 1.5$ . Wt*DFNA5* transformed yeast cells were used as a reference. GO enriched terms related to mitochondria are indicated in bold, to transporter activity is indicated in blue and GO terms related to energy metabolism are underlined. ‘...’ denotes a gap in the list due to space restriction. adj.p.value: p-value adjusted for multiple hypothesis testing.

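The table sets the share of genes with a GO term in the study set against its share in the population, and the *p*-value asks whether the study set holds more of them than a random draw would. Which genes enter the study set depends on the calls and on the size limit of 1.5, which the counts below do not apply. In the loop design, 6 probes of the mitochondrial genome, 2 of the maltose and sucrose genes, 0 of the hexose transporters and 0 of the nuclear respiratory chain were called in comparison 1b. The fit on the RNA samples called 5, 1, 0 and 0, and the loop design without a dye effect, chosen after seeing the data, called 12, 5, 4 and 0.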

| ID         | Pop.term | Study.term | Adj.p.val | Name                                                                          |
|------------|----------|------------|-----------|-------------------------------------------------------------------------------|
| GO:0016676 | 19       | 6          | <0.01     | oxidoreductase activity, acting on a heme group of donors, oxygen as acceptor |
| GO:0016675 | 19       | 6          | <0.01     | oxidoreductase activity, acting on a heme group of donors                     |
| GO:0004129 | 19       | 6          | <0.01     | <b>cytochrome-c oxidase activity</b>                                          |
| GO:0015002 | 19       | 6          | <0.01     | heme-copper terminal oxidase activity                                         |
| GO:0015078 | 68       | 9          | <0.01     | hydrogen ion transmembrane transporter activity                               |
| GO:0015077 | 86       | 9          | <0.01     | monovalent inorganic cation transmembrane transporter activity                |
| ...        | ...      | ...        | ...       | ...                                                                           |
| GO:0009055 | 33       | 5          | 0.01      | <b>electron carrier activity</b>                                              |
| GO:0009313 | 18       | 4          | 0.01      | <u>oligosaccharide catabolic process</u>                                      |
| GO:0045333 | 108      | 8          | 0.01      | <b>cellular respiration</b>                                                   |
| GO:0009060 | 85       | 7          | 0.01      | <b>aerobic respiration</b>                                                    |
| GO:0005985 | 8        | 3          | 0.01      | <u>sucrose metabolic process</u>                                              |
| GO:0005987 | 8        | 3          | 0.01      | <u>sucrose catabolic process</u>                                              |
| GO:0000025 | 2        | 2          | 0.01      | <u>maltose catabolic process</u>                                              |
| ...        | ...      | ...        | ...       | ...                                                                           |
| GO:0008645 | 24       | 4          | 0.01      | hexose transport                                                              |
| GO:0046906 | 24       | 4          | 0.01      | tetrapyrrole binding                                                          |

**Table 2 continued: Condensed list of all the GO annotations significantly associated with the up-regulated genes at the post-diauxic shift**

| ID         | Pop.term | Study.term | Adj.p.val | Name                                                                  |
|------------|----------|------------|-----------|-----------------------------------------------------------------------|
| GO:0015749 | 24       | 4          | 0.01      | monosaccharide transport                                              |
| GO:0008324 | 170      | 9          | 0.02      | <a href="#">cation transmembrane transporter activity</a>             |
| GO:0005746 | 27       | 4          | 0.02      | <b>mitochondrial respiratory chain</b>                                |
| GO:0015926 | 27       | 4          | 0.02      | <b>glucosidase activity</b>                                           |
| GO:0006123 | 12       | 3          | 0.02      | <b>mitochondrial electron transport, cytochrome c to oxygen</b>       |
| GO:0005751 | 12       | 3          | 0.02      | <b>mitochondrial respiratory chain complex IV</b>                     |
| GO:0045277 | 12       | 3          | 0.02      | <b>respiratory chain complex IV</b>                                   |
| GO:0042773 | 28       | 4          | 0.02      | <b>ATP synthesis coupled electron transport</b>                       |
| GO:0042775 | 28       | 4          | 0.02      | <b>mitochondrial ATP synthesis coupled electron transport</b>         |
| GO:0006119 | 29       | 4          | 0.02      | <b>oxidative phosphorylation</b>                                      |
| GO:0000023 | 13       | 3          | 0.02      | <u>maltose metabolic process</u>                                      |
| GO:0005215 | 443      | 15         | 0.02      | <u>transporter activity</u>                                           |
| GO:0022857 | 349      | 13         | 0.02      | <a href="#">transmembrane transporter activity</a>                    |
| GO:0005984 | 30       | 4          | 0.02      | <u>disaccharide metabolic process</u>                                 |
| GO:0022904 | 30       | 4          | 0.02      | <b>respiratory electron transport chain</b>                           |
| GO:0022900 | 31       | 4          | 0.02      | <b>electron transport chain</b>                                       |
| GO:0070469 | 32       | 4          | 0.02      | <b>respiratory chain</b>                                              |
| GO:0022891 | 314      | 12         | 0.02      | <a href="#">substrate-specific transmembrane transporter activity</a> |
| GO:0005353 | 15       | 3          | 0.02      | <a href="#">fructose transmembrane transporter activity</a>           |
| GO:0015578 | 15       | 3          | 0.02      | <a href="#">mannose transmembrane transporter activity</a>            |
| ...        | ...      | ...        | ...       | ...                                                                   |
| GO:0015146 | 4        | 2          | 0.02      | <a href="#">pentose transmembrane transporter activity</a>            |
| ...        | ...      | ...        | ...       | ...                                                                   |

**Table 2 continued: Condensed list of all the GO annotations significantly associated with the up-regulated genes at the post-diauxic shift**

| ID         | Pop.term | Study.term | Adj.p.val | Name                                              |
|------------|----------|------------|-----------|---------------------------------------------------|
| GO:0015145 | 17       | 3          | 0.03      | monosaccharide transmembrane transporter activity |
| GO:0044455 | 166      | 8          | 0.03      | mitochondrial membrane part                       |
| GO:0005506 | 38       | 4          | 0.03      | iron ion binding                                  |
| GO:0044724 | 95       | 6          | 0.03      | single-organism carbohydrate catabolic process    |
| GO:0044275 | 39       | 4          | 0.03      | cellular carbohydrate catabolic process           |
| ...        | ...      | ...        | ...       | ...                                               |
| GO:0051119 | 20       | 3          | 0.04      | sugar transmembrane transporter activity          |
| GO:0008643 | 43       | 4          | 0.04      | carbohydrate transport                            |
| GO:0016052 | 105      | 6          | 0.04      | carbohydrate catabolic process                    |
| GO:0009311 | 44       | 4          | 0.04      | oligosaccharide metabolic process                 |

# Supplementary material for: The deafness gene DFNA5 induces programmed cell death through mitochondria and MAPK-related pathways
**Source:** Front Cell Neurosci. 2015 Jul 16;9:231. doi: 10.3389/fncel.2015.00231
**Supplement:** Supplementary file 3

**Table 3: List of all the significantly down-regulated GO annotations at the post-diauxic shift.** Population term: the number of genes in the yeast population set (5640 yeast genes) that are annotated to the GO term in question. Study term: the number of genes in the study set that is annotated to the GO term in question. The study set contained 36 significantly down-regulated genes with a  $\log_2(\text{FC}) < 1.5$ . Wt*DFNA5* transformed yeast cells were used as a reference. GO enriched terms related to translation are indicated in bold. adj.p.value: p-value adjusted for multiple hypothesis testing.

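In the loop design, 43 probes of the cytosolic ribosome and 9 of the glycolytic enzymes were called in comparison 1b, at any size of change. In the fit on the RNA samples these were 21 and 4. The loop design without a dye effect, chosen after seeing the data, called 60 and 10. Over all genes, 22 lower probes in the loop design and 16 on the RNA samples were called at 1.5 or more. The counts of the lists are therefore not those of a study set with this limit.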

| ID         | Pop.term | Study.term | Adj.p.value | Name                                                                        |
|------------|----------|------------|-------------|-----------------------------------------------------------------------------|
| GO:0006007 | 52       | 10         | <0.01       | glucose catabolic process                                                   |
| GO:0019320 | 59       | 10         | <0.01       | hexose catabolic process                                                    |
| GO:0046365 | 65       | 10         | <0.01       | monosaccharide catabolic process                                            |
| GO:0006096 | 32       | 8          | <0.01       | glycolysis                                                                  |
| GO:0044724 | 95       | 10         | <0.01       | single-organism carbohydrate catabolic process                              |
| GO:0006006 | 98       | 10         | <0.01       | glucose metabolic process                                                   |
| GO:0016052 | 105      | 10         | <0.01       | carbohydrate catabolic process                                              |
| GO:0006094 | 32       | 7          | <0.01       | gluconeogenesis                                                             |
| GO:0019319 | 33       | 7          | <0.01       | hexose biosynthetic process                                                 |
| GO:0046364 | 34       | 7          | <0.01       | monosaccharide biosynthetic process                                         |
| GO:0019318 | 115      | 10         | <0.01       | hexose metabolic process                                                    |
| GO:0005996 | 121      | 10         | <0.01       | monosaccharide metabolic process                                            |
| GO:0006091 | 189      | 9          | <0.01       | generation of precursor metabolites and energy                              |
| GO:0016051 | 97       | 7          | <0.01       | carbohydrate biosynthetic process                                           |
| GO:0005886 | 454      | 13         | <0.01       | plasma membrane                                                             |
| GO:0005975 | 343      | 11         | <0.01       | carbohydrate metabolic process                                              |
| GO:0044723 | 298      | 10         | <0.01       | single-organism carbohydrate metabolic process                              |
| GO:0044445 | 235      | 9          | <0.01       | cytosolic part                                                              |
| GO:0016861 | 8        | 3          | <0.01       | intramolecular oxidoreductase activity, interconverting aldoses and ketoses |
| GO:0005829 | 531      | 12         | <0.01       | cytosol                                                                     |
| GO:0022626 | 168      | 7          | <0.01       | <b>cytosolic ribosome</b>                                                   |
| GO:0006098 | 15       | 3          | <0.01       | <a href="#">pentose-phosphate shunt</a>                                     |
| GO:0071944 | 650      | 13         | <0.01       | cell periphery                                                              |

**Table 3 continued: List of all the significantly down-regulated GO annotations at the post-diauxic shift.**

| ID         | Pop.term | Study.term | Adj.p.value | Name                                                                       |
|------------|----------|------------|-------------|----------------------------------------------------------------------------|
| GO:0004365 | 3        | 2          | <0.01       | glyceraldehyde-3-phosphate dehydrogenase (NAD+) (phosphorylating) activity |
| GO:0044712 | 491      | 11         | <0.01       | single-organism catabolic process                                          |
| GO:0006740 | 19       | 3          | 0.01        | NADPH regeneration                                                         |
| GO:0016860 | 20       | 3          | 0.01        | intramolecular oxidoreductase activity                                     |
| GO:0046496 | 50       | 4          | 0.01        | nicotinamide nucleotide metabolic process                                  |
| GO:0019362 | 51       | 4          | 0.01        | pyridine nucleotide metabolic process                                      |
| GO:0003735 | 214      | 7          | 0.01        | <b>structural constituent of ribosome</b>                                  |
| GO:0006739 | 22       | 3          | 0.01        | NADP metabolic process                                                     |
| GO:0051287 | 25       | 3          | 0.01        | NAD binding                                                                |
| GO:0044391 | 229      | 7          | 0.01        | <b>ribosomal subunit</b>                                                   |
| GO:0045903 | 6        | 2          | 0.01        | <b>positive regulation of translational fidelity</b>                       |
| GO:0072524 | 62       | 4          | 0.01        | pyridine-containing compound metabolic process                             |
| GO:0006733 | 65       | 4          | 0.01        | oxidoreduction coenzyme metabolic process                                  |
| GO:1901576 | 1945     | 22         | 0.02        | organic substance biosynthetic process                                     |
| GO:0044711 | 817      | 13         | 0.02        | single-organism biosynthetic process                                       |
| GO:0009058 | 1973     | 22         | 0.02        | biosynthetic process                                                       |
| GO:0006732 | 144      | 5          | 0.04        | coenzyme metabolic process                                                 |
| GO:1901575 | 777      | 12         | 0.04        | organic substance catabolic process                                        |
| GO:0022625 | 89       | 4          | 0.04        | <b>cytosolic large ribosomal subunit</b>                                   |
| GO:0006090 | 13       | 2          | 0.05        | pyruvate metabolic process                                                 |

# Supplementary material for: The deafness gene DFNA5 induces programmed cell death through mitochondria and MAPK-related pathways
**Source:** Front Cell Neurosci. 2015 Jul 16;9:231. doi: 10.3389/fncel.2015.00231
**Supplement:** Supplementary file 4

**Table 4: Condensed list of significantly down-regulated GO terms of *mutDFNA5* transformed yeast cells in stationary phase compared to mid-exponential phase.** Population term: the number of genes in the yeast population set (5640 yeast genes) that are annotated to the GO term in question. Study term: The numbers of genes in the study set that are annotated to the GO term in question. The study set contained 541 significantly up-regulated genes with a  $\log_2(\text{FC}) < 1.5$ . The first 50 GO terms were left out, as they were all related to ribosomal processes and similar to *wtDFNA5* down-regulated processes. GO terms related to lipid metabolism are indicated in bold, GO terms associated to the endoplasmic reticulum/protein transport are underlined. ‘...’ denotes a gap in the list due to space restriction. adj.p.value: p-value adjusted for multiple hypothesis testing.

| ID         | Pop.term | Study.term | Adj.p.value | Name                                                |
|------------|----------|------------|-------------|-----------------------------------------------------|
| ...        | ...      | ...        | ...         | ...                                                 |
| GO:0006696 | 29       | 13         | <0.01       | <b>ergosterol biosynthetic process</b>              |
| GO:0044108 | 29       | 13         | <0.01       | <b>cellular alcohol biosynthetic process</b>        |
| GO:0016129 | 29       | 13         | <0.01       | <b>phytosteroid biosynthetic process</b>            |
| GO:0046165 | 81       | 23         | <0.01       | <b>alcohol biosynthetic process</b>                 |
| GO:0006694 | 39       | 15         | <0.01       | <b>steroid biosynthetic process</b>                 |
| GO:0016126 | 39       | 15         | <0.01       | <b>sterol biosynthetic process</b>                  |
| GO:0071704 | 3529     | 388        | <0.01       | organic substance metabolic process                 |
| GO:1901617 | 89       | 24         | <0.01       | organic hydroxy compound biosynthetic process       |
| GO:0008202 | 50       | 17         | <0.01       | <b>steroid metabolic process</b>                    |
| GO:0016125 | 50       | 17         | <0.01       | <b>sterol metabolic process</b>                     |
| GO:0008204 | 31       | 13         | <0.01       | <b>ergosterol metabolic process</b>                 |
| GO:0016128 | 31       | 13         | <0.01       | <b>phytosteroid metabolic process</b>               |
| GO:0009277 | 97       | 25         | <0.01       | fungal-type cell wall                               |
| ...        | ...      | ...        | ...         | ...                                                 |
| GO:0090502 | 47       | 15         | <0.01       | RNA phosphodiester bond hydrolysis, endonucleolytic |
| GO:0006629 | 308      | 52         | <0.01       | <b>lipid metabolic process</b>                      |
| GO:0005829 | 531      | 79         | <0.01       | cytosol                                             |
| GO:0006633 | 33       | 12         | <0.01       | <b>fatty acid biosynthetic process</b>              |
| GO:0009987 | 4554     | 471        | <0.01       | cellular process                                    |
| ...        | ...      | ...        | ...         | ...                                                 |

**Table 4 continued: Condensed list of significantly down-regulated GO terms of *mutDFNA5* transformed yeast cells in stationary phase compared to mid-exponential phase**

| ID         | Pop.term | Study.term | Adj.p.value | Name                                                                  |
|------------|----------|------------|-------------|-----------------------------------------------------------------------|
| GO:0034641 | 2046     | 239        | <0.01       | cellular nitrogen compound metabolic process                          |
| GO:0005783 | 478      | 72         | <0.01       | <u>endoplasmic reticulum</u>                                          |
| GO:1901070 | 6        | 5          | <0.01       | guanosine-containing compound biosynthetic process                    |
| GO:0046037 | 6        | 5          | <0.01       | GMP metabolic process                                                 |
| GO:0044432 | 379      | 60         | <0.01       | <u>endoplasmic reticulum part</u>                                     |
| ...        | ...      | ...        | ...         | ...                                                                   |
| GO:1901137 | 223      | 40         | <0.01       | carbohydrate derivative biosynthetic process                          |
| GO:0042175 | 366      | 58         | <0.01       | <b>nuclear outer membrane-endoplasmic reticulum membrane network</b>  |
| GO:0006753 | 310      | 51         | <0.01       | nucleoside phosphate metabolic process                                |
| ...        | ...      | ...        | ...         | ...                                                                   |
| GO:0005789 | 353      | 56         | <0.01       | <u>endoplasmic reticulum membrane</u>                                 |
| GO:0030497 | 4        | 4          | <0.01       | <b>fatty acid elongation</b>                                          |
| GO:0006725 | 1974     | 230        | <0.01       | cellular aromatic compound metabolic process                          |
| ...        | ...      | ...        | ...         | ...                                                                   |
| GO:0072599 | 38       | 12         | <0.01       | <u>establishment of protein localization to endoplasmic reticulum</u> |
| GO:0045047 | 38       | 12         | <0.01       | <u>protein targeting to ER</u>                                        |
| GO:1901135 | 411      | 62         | <0.01       | carbohydrate derivative metabolic process                             |
| GO:0005844 | 33       | 11         | <0.01       | polysome                                                              |
| GO:0006913 | 173      | 32         | <0.01       | nucleocytoplasmic transport                                           |
| GO:0022618 | 144      | 28         | 0.01        | ribonucleoprotein complex assembly                                    |
| GO:0006066 | 130      | 26         | 0.01        | <b>alcohol metabolic process</b>                                      |
| ...        | ...      | ...        | ...         | ...                                                                   |
| GO:0043001 | 11       | 6          | 0.01        | <u>Golgi to plasma membrane protein transport</u>                     |
| GO:0046365 | 65       | 16         | 0.01        | monosaccharide catabolic process                                      |
| ...        | ...      | ...        | ...         | ...                                                                   |
| GO:0072659 | 17       | 7          | 0.01        | <u>protein localization to plasma membrane</u>                        |

**Table 4 continued: Condensed list of significantly down-regulated GO terms of mut*DFNA5* transformed yeast cells in stationary phase compared to mid-exponential phase**

| <b>ID</b>  | <b>Pop.term</b> | <b>Study.term</b> | <b>Adj.p.value</b> | <b>Name</b>                                                     |
|------------|-----------------|-------------------|--------------------|-----------------------------------------------------------------|
| GO:0090002 | 17              | 7                 | 0.01               | <u>establishment of protein localization to plasma membrane</u> |
| ...        | ...             | ...               | ...                | ...                                                             |
| GO:0004312 | 9               | 5                 | 0.02               | <b>fatty acid synthase activity</b>                             |
| GO:0009147 | 9               | 5                 | 0.02               | pyrimidine nucleoside triphosphate metabolic process            |
| GO:0019319 | 33              | 10                | 0.02               | hexose biosynthetic process                                     |
| GO:0070972 | 45              | 12                | 0.02               | <u>protein localization to endoplasmic reticulum</u>            |

# Supplementary material for: The deafness gene DFNA5 induces programmed cell death through mitochondria and MAPK-related pathways
**Source:** Front Cell Neurosci. 2015 Jul 16;9:231. doi: 10.3389/fncel.2015.00231
**Supplement:** Supplementary file 5

**Table 5: Condensed list of significantly down-regulated GO terms of wt*DFNA5* transformed yeast cells in stationary phase compared to mid-exponential phase.** Population term: the number of genes in the yeast population set (5640 yeast genes) that are annotated to the GO term in question. Study term: The numbers of genes in the study set that are annotated to the GO term in question. The study set contained 331 significantly up-regulated genes with a  $\log_2(\text{FC}) < 1.5$ . First 40 GO terms were left out, as they were all related to ribosomal processes and similar to mut*DFNA5* down-regulated processes. GO terms related to cytoskeleton/microtubuli are indicated in bold. adj.p.value: p-value adjusted for multiple hypothesis testing.

| ID         | Pop.term | Study.term | Adj.p.value | Name                                          |
|------------|----------|------------|-------------|-----------------------------------------------|
| ...        | ...      | ...        | ...         | ...                                           |
| GO:0005856 | 239      | 34         | <0.01       | <b>Cytoskeleton</b>                           |
| GO:0031974 | 1070     | 98         | <0.01       | membrane-enclosed lumen                       |
| GO:0008610 | 187      | 29         | <0.01       | lipid biosynthetic process                    |
| GO:0022613 | 427      | 50         | <0.01       | ribonucleoprotein complex biogenesis          |
| GO:0044430 | 224      | 32         | <0.01       | <b>cytoskeletal part</b>                      |
| GO:0000226 | 106      | 20         | <0.01       | <b>microtubule cytoskeleton organization</b>  |
| GO:0005874 | 64       | 15         | <0.01       | <b>Microtubule</b>                            |
| GO:0005935 | 166      | 26         | <0.01       | cellular bud neck                             |
| GO:0071944 | 650      | 66         | <0.01       | cell periphery                                |
| GO:0048610 | 406      | 47         | <0.01       | cellular process involved in reproduction     |
| GO:0000922 | 82       | 17         | <0.01       | spindle pole                                  |
| GO:0022414 | 254      | 34         | <0.01       | reproductive process                          |
| GO:0005828 | 6        | 5          | <0.01       | <b>kinetochore microtubule</b>                |
| GO:0005815 | 75       | 16         | <0.01       | <b>microtubule organizing center</b>          |
| GO:0005816 | 75       | 16         | <0.01       | spindle pole body                             |
| GO:0044764 | 122      | 21         | <0.01       | multi-organism cellular process               |
| GO:1901617 | 89       | 17         | <0.01       | organic hydroxy compound biosynthetic process |
| GO:0005880 | 7        | 5          | <0.01       | <b>nuclear microtubule</b>                    |
| GO:0032040 | 48       | 12         | <0.01       | small-subunit processome                      |
| GO:0046165 | 81       | 16         | <0.01       | alcohol biosynthetic process                  |
| GO:0005788 | 16       | 7          | <0.01       | endoplasmic reticulum lumen                   |
| GO:0034660 | 423      | 46         | <0.01       | ncRNA metabolic process                       |
| GO:0044085 | 1017     | 89         | <0.01       | cellular component biogenesis                 |

**Table 5 continued: Condensed list of significantly down-regulated GO terms of wt*DFNA5* transformed yeast cells in stationary phase compared to mid-exponential phase**

| ID         | Pop.term | Study.term | Adj.p.value | Name                                                                                     |
|------------|----------|------------|-------------|------------------------------------------------------------------------------------------|
| GO:0019953 | 219      | 29         | <0.01       | sexual reproduction                                                                      |
| GO:0044703 | 219      | 29         | <0.01       | multi-organism reproductive process                                                      |
| GO:0005200 | 29       | 9          | <0.01       | <b>structural constituent of cytoskeleton</b>                                            |
| GO:0005876 | 23       | 8          | <0.01       | spindle microtubule                                                                      |
| GO:0007051 | 44       | 11         | <0.01       | spindle organization                                                                     |
| GO:0007052 | 38       | 10         | <0.01       | mitotic spindle organization                                                             |
| GO:0044452 | 71       | 14         | <0.01       | nucleolar part                                                                           |
| GO:0071840 | 2122     | 158        | <0.01       | cellular component organization or biogenesis                                            |
| GO:0007010 | 232      | 29         | <0.01       | <b>cytoskeleton organization</b>                                                         |
| GO:0016538 | 26       | 8          | <0.01       | cyclin-dependent protein serine/threonine kinase regulator activity                      |
| GO:0044815 | 20       | 7          | <0.01       | DNA packaging complex                                                                    |
| GO:0000027 | 34       | 9          | <0.01       | ribosomal large subunit assembly                                                         |
| GO:0000462 | 95       | 16         | <0.01       | maturation of SSU-rRNA from tricistronic rRNA transcript (SSU-rRNA, 5.8S rRNA, LSU-rRNA) |
| GO:0044450 | 15       | 6          | <0.01       | <b>microtubule organizing center part</b>                                                |

# Supplementary material for: The deafness gene DFNA5 induces programmed cell death through mitochondria and MAPK-related pathways
**Source:** Front Cell Neurosci. 2015 Jul 16;9:231. doi: 10.3389/fncel.2015.00231
**Supplement:** Supplementary file 6

**Table 6: Significantly up-regulated biological GO terms in HEK293T cells using wtDFNA5 as a reference.** Population term: the number of genes in the yeast population set (26640 human genes) that are annotated to the GO term in question. Study term: the number of genes in the study set that is annotated to the GO term in question. The study set contained 79 significantly up-regulated genes with a  $\log_2(\text{FC}) < 0.5$ . GO terms related to the cAMP response and the MAPK pathway are indicated in bold. adj.p.value: p-value adjusted for multiple hypothesis testing.

| Biological GO term | Pop.term | Study.term | Adj.p.value | Name                                                     |
|--------------------|----------|------------|-------------|----------------------------------------------------------|
| GO:0007275         | 4169     | 45         | <0.01       | multicellular organismal development                     |
| GO:0032502         | 4721     | 47         | <0.01       | developmental process                                    |
| GO:0044767         | 4669     | 46         | <0.01       | single-organism developmental process                    |
| GO:0032501         | 5653     | 50         | <0.01       | multicellular organismal process                         |
| GO:0044707         | 5444     | 49         | <0.01       | single-multicellular organism process                    |
| GO:0051591         | 86       | 8          | <0.01       | <b>response to cAMP</b>                                  |
| GO:0048856         | 4195     | 41         | <0.01       | anatomical structure development                         |
| GO:0048513         | 2587     | 31         | <0.01       | organ development                                        |
| GO:0048731         | 3621     | 37         | <0.01       | system development                                       |
| GO:0050794         | 7865     | 56         | <0.01       | regulation of cellular process                           |
| GO:0048523         | 3017     | 33         | <0.01       | negative regulation of cellular process                  |
| GO:0046683         | 114      | 8          | <0.01       | response to organophosphorus                             |
| GO:0009888         | 1395     | 22         | <0.01       | tissue development                                       |
| GO:0080090         | 4512     | 41         | <0.01       | regulation of primary metabolic process                  |
| GO:0048585         | 948      | 18         | <0.01       | negative regulation of response to stimulus              |
| GO:0050789         | 8324     | 57         | <0.01       | regulation of biological process                         |
| GO:0048519         | 3313     | 34         | <0.01       | negative regulation of biological process                |
| GO:0014074         | 129      | 8          | <0.01       | response to purine-containing compound                   |
| GO:0009893         | 2193     | 27         | <0.01       | positive regulation of metabolic process                 |
| GO:0010604         | 1992     | 25         | <0.01       | positive regulation of macromolecule metabolic process   |
| GO:0060255         | 4267     | 38         | <0.01       | regulation of macromolecule metabolic process            |
| GO:0043407         | 65       | 6          | <0.01       | <b>negative regulation of MAP kinase activity</b>        |
| GO:1902532         | 287      | 10         | <0.01       | negative regulation of intracellular signal transduction |

**Table 6 continued: Significantly up-regulated biological GO terms in HEK293T cells using wt*DFNA5* as a reference**

| Biological GO term | Pop.term | Study.term | Adj.p.value | Name                                                   |
|--------------------|----------|------------|-------------|--------------------------------------------------------|
| GO:0010605         | 1464     | 21         | <0.01       | negative regulation of macromolecule metabolic process |
| GO:0043409         | 111      | 7          | <0.01       | <b>negative regulation of MAPK cascade</b>             |
| GO:0006469         | 166      | 8          | <0.01       | negative regulation of protein kinase activity         |
| GO:0031325         | 2083     | 25         | <0.01       | positive regulation of cellular metabolic process      |
| GO:0065007         | 8823     | 57         | <0.01       | biological regulation                                  |
| GO:0031323         | 4611     | 39         | <0.01       | regulation of cellular metabolic process               |

# Supplementary material for: The deafness gene DFNA5 induces programmed cell death through mitochondria and MAPK-related pathways
**Source:** Front Cell Neurosci. 2015 Jul 16;9:231. doi: 10.3389/fncel.2015.00231
**Supplement:** Supplementary file 7

**Table 7: Significantly down-regulated biological GO terms in HEK293T cells using wt*DFNA5* as a reference.**

Population term: the number of genes in the yeast population set (26640 human genes) that are annotated to the GO term in question. Study term: the number of genes in the study set that is annotated to the GO term in question. The study set contained 50 significantly up-regulated genes with a  $\log_2(\text{FC}) < 0.5$ . adj.p.value: p-value adjusted for multiple hypothesis testing.

| <b>Biological</b> |                 |                   |                    |                                             |
|-------------------|-----------------|-------------------|--------------------|---------------------------------------------|
| <b>GO term</b>    | <b>Pop.term</b> | <b>Study.term</b> | <b>Adj.p.value</b> | <b>name</b>                                 |
| GO:0006986        | 134             | 5                 | 0.01               | response to unfolded protein                |
| GO:0035966        | 142             | 5                 | 0.01               | response to topologically incorrect protein |

# Supplementary material for: The deafness gene DFNA5 induces programmed cell death through mitochondria and MAPK-related pathways
**Source:** Front Cell Neurosci. 2015 Jul 16;9:231. doi: 10.3389/fncel.2015.00231
**Supplement:** Supplementary file 8

**Table 8A: The highest down-regulated genes in mut*DFNA5* transfected HEK293T cells based on the significant yeast down-regulated genes.** Cut-off of fold change was set at 1.2.

| Gene symbol | FC_absolute |
|-------------|-------------|
| UCP2        | 1,307405838 |
| VPS33B      | 1,265279579 |
| HSPA1A      | 1,257069650 |
| CAP2        | 1,252439224 |
| GINS4       | 1,246957448 |
| WDR76       | 1,242977287 |
| TM7SF2      | 1,234699620 |
| SAC3D1      | 1,224673156 |
| DPH6        | 1,222643861 |
| HSPA1B      | 1,215876180 |
| MOV10       | 1,213596632 |
| UAP1L1      | 1,209023493 |
| SLC11A2     | 1,207227869 |
| SPR         | 1,200313081 |

**Table 8B: The highest up-regulated genes in mut*DFNA5* transfected HEK293T cells based on the significant yeast up-regulated genes.** Cut-off of fold change was set at 1.2.

| Gene symbol | FC_absolute |
|-------------|-------------|
| ZFP36       | 1,597137261 |
| ACSL4       | 1,395307021 |
| HDAC4       | 1,324976457 |
| TCERG1      | 1,302356201 |
| IQGAP1      | 1,294371701 |
| DDX3X       | 1,281575927 |
| USP49       | 1,261872277 |
| KAT6A       | 1,242834398 |
| MOB1B       | 1,235676924 |
| HSPA4       | 1,231974386 |
| HIPK2       | 1,231907802 |
| ZFP36L1     | 1,225043332 |
| KIFC3       | 1,224887297 |
| CHKA        | 1,218505094 |
| YTHDF3      | 1,214666317 |

How the deposited data were processed for this re-analysis (not part of the article)

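RNA from *S. cerevisiae* BY4741 cells transformed with wt*DFNA5* or mut*DFNA5* had been hybridized by the authors on 8 two-colour Agilent yeast arrays. The 4 groups, wt*DFNA5* and mut*DFNA5* in mid-exponential phase and at the post-diauxic shift, held 2 RNA samples each, and a group, a replicate and a dye for each channel were taken from the sample labels and the paper's Figure 1. The experiments in HEK293T cells were not analysed here.

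The intensity values deposited for each spot, the mean signal and the median local background in Cy3 and Cy5, were made by the authors with Feature Extraction 10.5.1.1 from the scanned arrays and are not normalized. The log10 values deposited beside them are ratios of the processed Cy5 over Cy3 signals, which the authors obtained from the same software after background subtraction and dye normalization. The log2 values deposited by the authors in the series table are normalized ratios, and their correlation across probes with the loess-normalized log2 ratios calculated here was between 0.991 and 0.998 for the 8 arrays. The authors state background correction, loess normalization and LIMMA in R for their analysis, and the paper's text does not name the background method, a filter on dim probes or the design matrix.

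From the mean signals, the background was corrected with the normexp method of limma with an offset of 50, control spots were left out, and the log2 ratio of Cy5 over Cy3 was normalized by loess within each array. The 2 spots marked as outliers were left out and the spots of a probe averaged, which gave 6256 probes on every array. limma's lmFit and eBayes were then fitted to all 8 arrays with 1 coefficient for each of the 4 comparisons and a dye effect. The fit has 3 residual degrees of freedom, and eBayes added 1.99 prior degrees of freedom. Adjusted *p* values are Benjamini-Hochberg values within a comparison, a probe was called at an adjusted *p* below 0.05, and a change of 1.5 on the log2 scale was used where the paper selects genes for GO terms. The difference between comparisons 2a and 2b was tested as a contrast of the same fit. The tools were R 4.3.3, limma 3.58.1 and data.table 1.17.8.

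The loop of arrays compares each pair of groups directly and also through the other groups. These indirect comparisons use the same RNA samples, so a fit that counts them as further replicates takes technical for biological spread. For this reason the direct comparison was used for the reported values and the loop design as an alternative. This was tested on simulated data for comparison 1b, with 200 of 6256 probes changed. Noise was drawn independently for each probe, with 1 pooled spread for all groups. The SD of the difference between real replicates was 0.21 in mid-exponential mut*DFNA5* and 0.92 in post-diauxic wt*DFNA5*. The simulation therefore compares the designs under equal spread, and cannot show that the chosen fit is well calibrated for the real comparison 1b. At the spread of the real RNA samples, the fit with 1 coefficient per comparison recovered 132 of the 200 changed probes and called 2 of 6016 unchanged probes, and 3.16% of the unchanged probes had an unadjusted *p* below 0.05. The loop design recovered 170 and called 35 unchanged probes, and 9.49% of the unchanged probes were below that *p*. The fit on the RNA samples recovered 164 and called 7, with 4.92% below it. A simulated list of 40 probes shifted by 0.5 came out at a median of 0.49.

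Gene lists were written from the paper's GO terms, 7 for comparison 1b and 5 for the contrast 2a minus 2b. There were 2 further lists (meiosis and sporulation, and hypoxic genes) that the paper does not discuss. The paper's terms came from the same RNA samples, so tests of lists written from them are not independent evidence. The lists of both kinds were handled alike. They were tested with limma's camera at a preset inter-gene correlation of 0.01, adjusted over the lists of each family, and with fry and an estimated correlation as alternatives. *HXT12* and *HSK3* have no probe. The value of a list is the median log2 (fold change) over its genes. The GO enrichment itself was not repeated, as no GO annotation was used here.

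The genes named were those in Table 1 and Table 2 and those that the paper names in its yeast results, and a further group, the 10 probes with the largest change in each direction among called probes with the same sign on both arrays in 1a, 1b and the contrast, which was empty. All 67 gene names in Tables 1 and 2 matched a probe. Of the 6228 systematic names on the array, 5740 were found as locus tags in a RefSeq gene table (assembly R64, used for names alone), and probe coordinates are those of the array's annotation, build sacCer1.

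The samples, the comparisons, the designs, the gene lists and 19 alternatives were fixed before the data were examined. The alternatives changed the background correction, the normalization, the deposited values used, the filter on dim probes, the spots marked as outliers, the dye effect, the design, the unit of replication, the replicate left out, the averaging of probes of a gene and the test on lists. After seeing the data, 5 more were added, 3 that take the loop design without a dye effect, alone or with other processed values, and 2 that leave out a replicate and the dye effect. Each group held 2 RNA samples, so the number of arrays limits the precision. The median standard error of a log2 (fold change) was 0.28 for a comparison and 0.40 for the contrast 2a minus 2b. The spread is shared, so a probe has the same standard error in each comparison. The SD between replicates, however, ran from 0.25 in 1a to 0.89 in 1b.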

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

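The tests that ask whether the post-diauxic wt*DFNA5* sample of replicate 1 carries a difference between the growth phases were chosen only after the results were seen, and the tests of the meiosis and hypoxic genes were set before.

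The contrast 2a minus 2b tests whether the change from mid-exponential to post-diauxic differs between mut*DFNA5* and wt*DFNA5*, and 4 lists of genes differed by camera. Genes of ergosterol synthesis fell more in mut*DFNA5*, with a median difference of -1.01 on the log2 scale, and genes of fatty acid synthesis as well, with -0.61. Genes for folding in the ER and the unfolded protein response fell less, with 0.42, and genes of the microtubule cytoskeleton fell less, with 0.44. None of these 4 lists passed fry (adjusted *p* from 0.153 to 0.449) or camera with an estimated correlation (0.212 to 0.433).

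Each difference rests on 4 RNA samples per replicate, and the wt*DFNA5* sample of replicate 1 lay between the phases, so a technical or culture effect in this sample was weighed first. On the replicate 2 arrays, which do not hold that sample, fatty acid synthesis still differed by -0.95 and the microtubule genes by 0.51, which argues against that sample as their whole source. The ER folding genes differed by 0.051 on the replicate 2 arrays, as they would if the difference came from that sample. Ergosterol synthesis differed by -0.46 on the replicate 2 arrays, in the same direction and less than in replicate 1, so the part that this sample plays cannot be told apart from an effect of mut*DFNA5*. An effect of mut*DFNA5* stays open for all 4 lists and rests on 2 cultures per group. The microtubule genes were lower in mut*DFNA5* in mid-exponential phase, where the median was -0.41, and in 1b the median was 0.0094. Their difference thus goes mostly with the mid-exponential samples.

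In comparison 1b, genes of meiosis and sporulation and hypoxic genes, which the paper does not discuss as groups, were higher in mut*DFNA5*. The 45 meiosis and sporulation genes had a median of 0.11 (camera, adjusted *p* = 0.00695 over 2 lists), with 33 of 45 higher and medians of 0.15 and 0.077 on the 2 arrays. The 16 hypoxic genes had a median of 0.43 (camera, adjusted *p* = 0.00841), with 13 of 16 higher and medians of 0.37 and 0.45. Neither passed fry (adjusted *p* = 0.0701) or an estimated correlation (adjusted *p* = 0.182). These calls rest on the preset correlation between genes, and whether the lists differ cannot be told apart from a correlated fluctuation of their genes between cultures. A response to mut*DFNA5* stays open and was not tested further.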

How the results depend on the processing

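The loop designs without a dye effect and the fits that leave out a replicate without a dye effect were chosen only after the results were seen, and every other alternative was set before.

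Over 15 counts of probes or genes and their alternatives there were 317 comparisons with the reported value, of which 248 stayed within 1.5 times of it and 69 did not. The lists of genes gave 269 comparisons, of which 235 kept their direction and their side of the threshold, 27 fell short of it, 1 passed it and 6 changed direction. No gene among 18 changed direction in 341 comparisons, and 71 of these passed the threshold where the reported value did not. The slide and scan block was not run, since all arrays share 1 slide and 1 scan.

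The counts moved with the design. With each comparison fitted alone, 1a had 85 probes called higher and 5 lower, 2b had 0 of at least 1.5 in either direction, and 542 probes were lower in 2a and not called in 2b. In the loop design, 1b had 228 probes called higher and 333 lower, 45 and 22 of them of at least 1.5. It called 426 probes higher in 2b and left 97 lower in 2a alone. The contrast 2a minus 2b had 79 higher and 108 lower, and 25 genes of Table 1 and 22 of Table 2 were called. With the RNA samples as units, 1b had 43 and 74 probes, 23 and 16 of at least 1.5, and 15 and 16 genes of the tables.

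Of the designs added after seeing the data, the loop without a dye effect called 475 and 628 probes in 1b (63 and 32 of at least 1.5), 467 higher in 2b, 82 lower in 2a alone, 226 and 265 in the contrast, and 32 and 33 genes of the tables. With the series table values as well, these were 486 and 623 (76 and 39), 476, 84, 212 and 254, and 33 and 34. With normexp at offset 0 they were 487 and 610 (87 and 41), 502, 87, 196 and 227, and 33 and 34, and 720 probes were higher in 2a. A loop fit counts indirect comparisons of the same RNA as replicates. In data for 1b simulated with equal spread in all groups, it gave 9.49% of unchanged probes an unadjusted *p* below 0.05.

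Background subtraction left 270 probes lower in 2a alone, and the Feature Extraction log ratio 274. The cause was not tested for these or for the designs above.

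GEO's replicate numbers are shared between the groups, but the differences between replicate 1 and replicate 2 of one group did not go with those of another (*r* across probes from -0.29 to 0.18), so the numbers were not taken to pair the cultures. With the replicate block on the RNA samples, 1b had 0 probes called, with 1483 at an unadjusted *p* below 0.05, and 2a had 533 higher and 534 lower of at least 1.5. The block takes degrees of freedom from the fit, so the lost calls are not a smaller change.

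Leaving out one replicate leaves a comparison with 1 array, which is assumed to vary like the others. Without replicate 1 and without replicate 2, the counts in 2a and 2b of at least 1.5 and those lower in 2a alone were 0 to 0. The medians without one or the other replicate ranged from -0.89 to 3.17 for the nuclear respiratory chain, from 0.12 to 3.75 for maltose and sucrose, from 0.090 to 1.77 for hexose transporters, from -1.54 to 0.13 for ergosterol synthesis, from -0.24 to 1.34 for ER folding, from -1.18 to -0.34 for fatty acid synthesis and from 0.11 to 0.70 for the microtubule genes. Over the same 2 settings the mitochondrial genome was between 0.37 and 0.85, glycolysis between -1.83 and -0.86 and the cytosolic ribosome between -0.80 and -0.42, and all 3 stayed past the threshold.

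In these fits the dye effect takes up replicate differences of the other comparisons, so they were repeated without it after seeing the data, and the medians are then those of the arrays left. Without replicate 1, ergosterol synthesis was -0.46, so its change of direction above is owed to the dye effect, and ER folding was 0.051, while the nuclear respiratory chain, at -0.42, again changed direction. Maltose and sucrose (0.42) and hexose transporters (0.24) fell short of the threshold as well, and without replicate 2 fatty acid synthesis did (-0.34). In 2a 165 probes were higher and 276 lower of at least 1.5 without replicate 1, with 87 lower in 2a alone, and without replicate 2 these were 292, 383 and 0. The counts in 2b stayed within 1.5 times of those reported.

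Some medians moved by more than 1.5 times with the background and the normalization and kept their direction and their side of the threshold. The mitochondrial genome, at 0.54, became 0.88 with median centring, 0.94 with series table values, 1.26 with background subtraction, 1.50 with normexp at offset 0, 1.61 with the Feature Extraction log ratio and 1.70 with dim probes left out. In the loop design without a dye effect it was 0.90 with series table values and 1.42 with normexp at offset 0. The hexose transporters became 1.20 with background subtraction and 1.21 with the Feature Extraction log ratio, and with median centring ER folding became 0.27 and the microtubule genes 0.27.

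With an estimated correlation in camera, whose medians are the reported ones, no list passed. In 1b these are 0.54 for the mitochondrial genome, 1.12 for the nuclear respiratory chain, 1.73 for maltose and sucrose, 0.77 for hexose transporters, -1.49 for glycolysis and -0.61 for the ribosome (adjusted *p* from 0.303 to 0.488), and in the contrast -1.01 for ergosterol, -0.61 for fatty acids, 0.42 for ER folding and 0.44 for microtubules. In fry the same lists fell short except the mitochondrial genome and glycolysis (both adjusted *p* = 0.0353), and pentose phosphate, at -0.44, passed (adjusted *p* = 0.00642). Both tests read the correlation of genes between arrays, which camera at its preset does not.

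Protein targeting to the ER, near 0 and not called, changed sign to 0.0019 in the loop design without a dye effect and with series table values, which was chosen after seeing the data, and to 0.022 with 1b minus 1a in place of 2a minus 2b.

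Signal over background limits the dim probes. On each array 92.2% or more of the gene spots of a channel were well above it, 5791 of 6256 probes passed the filter in 1b, and the offset damps the changes of the others.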

Differences from the paper's values

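The loop designs without a dye effect, which come closest to several of the paper's counts, and the fits that leave out a replicate and the dye effect were chosen only after the values were seen.

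For comparison 1b the paper gives 451 significantly up-regulated and 585 down-regulated genes, against 0 and 0 here with limma and 1 coefficient per comparison, with 478 and 600 probes at an unadjusted *p* below 0.05. None of the alternatives set before the data were examined comes within 1.5 times of either count. The nearest, the loop design, called 228 and 333, the fit on the RNA samples 43 and 74, and the others 0. The loop design without a dye effect (475 and 628), also with series table values (486 and 623) or with normexp at offset 0 (487 and 610), comes within it, and these designs were chosen after seeing the values.

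The paper's count of up-regulated genes with a log2 (fold change) of at least 1.5 is 85 in the text, and its study set for GO terms holds 75 in the supplement, against 0 here. For down-regulated genes the paper's study set holds 36, against 0. The alternatives set before the data were examined do not reach these, with 45 and 22 in the loop design, 23 and 16 on the RNA samples and 0 in the others. The loop designs without a dye effect gave 63 to 87 higher and 32 to 41 lower and were chosen after seeing the values.

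Of the 34 genes that the paper lists in Table 1, 0 were called here, and of the 34 in Table 2, 0. The loop design comes within 1.5 times for Table 1 (25) and not for Table 2 (22), and the fit on the RNA samples for neither (15 and 16). All other alternatives set before called 0. The loop designs without a dye effect, chosen after seeing the values, called 32 to 33 and 33 to 34.

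All 68 values listed in the tables had the paper's sign here, with a median absolute difference of 0.0735, and 13 of them differed from the paper's by more than the SD between the arrays. For the paper's log2 (fold change) of 4.13 for *COX3* the value here was 3.29, for 2.16 of *COX2* 1.41, and for 2.12 of *COX1* 1.62. For *VAR1* the paper gives 2.23 and the value here was 0.48, for *SLZ1* 3.08 and 2.27, for *SPR28* 2.13 and 1.39, and for *RTA1* 2.83 and 2.14. For YBL065W the paper gives 2.15 and the value here was 1.68, for YPR078C 2.65 and 1.58, for YJL218W 2 and 1.35, and for YLR338W 1.95 and 1.54. For YDR509W in Table 2 the paper gives -1.7 and the value here was -0.70. For *RPS9B* it gives -1.67 and the value here was -1.71, with an SD of 0.0037 between the arrays.

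Among the alternatives set before the data were examined, normexp with offset 0 brings 11 of the 13 within the SD, all but *VAR1* and *RPS9B*. Background subtraction brings 6 within it (*COX3*, *SLZ1*, *RTA1*, *COX1*, YPR078C and YJL218W), the Feature Extraction log ratio 3 (*SLZ1*, *RTA1* and YJL218W), the series table values 2 (*SLZ1* and *RTA1*), and the RNA samples as units, with or without the replicate block, 1 (*RPS9B*). Without replicate 2, 4 are within it (*SLZ1*, *RTA1*, *COX1* and YJL218W). The other alternatives set before bring none within it. The loop design with no dye effect and normexp at offset 0 brings 10 within it, all but *COX2*, *VAR1* and *RPS9B*, and with series table values 2 (*SLZ1* and *RTA1*), and without the dye effect and replicate 2 the same 2 are within it, and all of these were chosen after seeing the values.

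Single genes of the tables that were not called here were called in other settings. In the loop design, *COX1*, *COX2*, *COX3*, *TPI1*, *TDH2*, *TDH3*, *PGK1* and *CDC19* passed the threshold, and on the RNA samples *COX1*, *COX2*, *COX3*, *TPI1* and *TDH3* did. *MAL12*, *MAL32*, *SUC2*, *HXT4*, *HXT7* and *AI5_ALPHA* passed in neither. All 6 passed in each of the 3 loop designs without a dye effect, which were chosen after seeing the values. In the first of these, the adjusted *p* was 0.0419 for *MAL12*, 0.0348 for *MAL32*, 0.0432 for *SUC2*, 0.0470 for *HXT4*, 0.0359 for *HXT7* and 0.0352 for *AI5_ALPHA*.

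The paper describes the processes of the up-regulated genes in comparisons 2a and 2b as associated with translation. The GO terms were not tested here, and of the 136 cytosolic ribosome genes 5 rose in 2a and 8 in 2b. The paper places enzymes of Table 2 in glycolysis or the pentose phosphate pathway. Of the listed genes, 8 are in the list for glycolysis and 0 in that for the pentose phosphate pathway. The paper's down-regulated GO terms also include the pentose-phosphate shunt, whose annotation may hold other genes than the list used here. The paper describes the class of ER processes among down-regulated genes as more prominent in mut*DFNA5*. That class also holds the terms for the ER and the ER membrane, for which no list was tested here. The 2 lists that follow therefore do not stand for the whole class. The genes that target proteins to the ER fell in mut*DFNA5* and wt*DFNA5* with a difference of -0.024, which did not pass camera (adjusted *p* = 0.446), and the genes for ER folding fell less in mut*DFNA5*, with a difference of 0.42.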

Other observations

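The tests of a faulty array, noise of the arrays, a swap, harvest at different points, a mixture of RNA, glucose repression, amino acid starvation, the wt*DFNA5* sample of replicate 1 as the source of a list's change, the phase change of the *COX* genes and *AI5_ALPHA*, and dye bias of *URA3* were chosen only after the result was seen, and the others were set before.

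The 2 arrays of comparison 1b were nearly uncorrelated across probes. Noise or a fault of an array would give a poor match with the other arrays of its replicate, but the same contrast calculated from the other 3 arrays correlated across probes with *r* = 0.996 in replicate 1 and 0.988 in replicate 2, so noise of the arrays (0.988) and a faulty array (0.988) are both argued against. The technical SD per array was 0.070, against an SD between replicates of 0.89 in 1b. A swap of wt*DFNA5* and mut*DFNA5* in one replicate of the post-diauxic samples would reverse the sign of *r* between the 2 arrays and keep its size. With *r* = 0.057, this argues against a swap as the cause of the missing correlation. Whether the labels are correct was asked from the distances between the samples. The SD of the log2 difference across probes between mut*DFNA5* replicate 1 and mut*DFNA5* replicate 2 was 0.63, and 0.67 against wt*DFNA5* replicate 2, and for wt*DFNA5* replicate 1 it was 0.92 against wt*DFNA5* replicate 2 and 0.95 against mut*DFNA5* replicate 2. The replicate 1 samples were nearer to their own group, but by little, and wt*DFNA5* replicate 2 was nearer to mut*DFNA5* replicate 2 (0.64) and to mut*DFNA5* replicate 1 than to its own group, so a swap cannot be told apart from correct labels. Across probes, the replicate 1 array of 1b correlated with comparison 2b of replicate 2, with which it shares no RNA, with *r* = 0.54, and the replicate 2 array with 2b of replicate 1 with 0.27. Comparison 1a, which holds no post-diauxic sample, correlated with 2b of the other replicate as well, with 0.43 for replicate 1 and 0.38 for replicate 2. The correlation is therefore not specific to the post-diauxic samples, and a harvest of the post-diauxic cultures at different points of the shift cannot be told apart from other differences between the cultures.

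On a line from the mean mid-exponential profile, at 0, through the mean of the other post-diauxic samples, the post-diauxic wt*DFNA5* sample of replicate 1 stood at 0.549 and that of replicate 2 at 0.878, and the mut*DFNA5* samples at 1.20 and 1.12. A candidate explanation is that glucose repression was not yet lifted in that culture. The nuclear genes of the respiratory chain, a list fixed beforehand, rose by 0.12 in wt*DFNA5* replicate 1 and by 2.83 in replicate 2, and all 17 genes of a list of glucose-repressed genes, chosen after seeing the data, rose less in replicate 1. A mixture of post-diauxic and mid-exponential RNA would lie between the samples that were mixed. Of 50 genes of amino acid synthesis, 42 lay above all 7 other samples in this one and at most 3 did so in any other sample. This argues against a mixture of such RNA as the whole cause, although the number of all probes at least 1 on the log2 scale outside the others, 147, was not far from the 131 of post-diauxic mut*DFNA5* replicate 1. The genes of amino acid synthesis were 1.74 higher in wt*DFNA5* replicate 1 than in replicate 2, in 48 of 50 genes. As this list was chosen after such genes were seen, a starvation response cannot be told apart from other differences between the cultures.

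The genes of the mitochondrial genome were higher in mut*DFNA5* in 1b. Dim probes near background do not carry this, as the probes well above background had a median of 1.70. The wt*DFNA5* sample of replicate 1 alone does not either, as the median on the replicate 2 array was 0.44. Whether mut*DFNA5* cells stood at a later point of the shift stays open. The list changed by -0.021 between the phases in wt*DFNA5*, with members that went both ways, and *COX1*, *COX2*, *COX3* and *AI5_ALPHA* changed by a median of -0.63, with 6 of 8 values below 0, a highest of 0.16 and a lowest of -2.77. A rise at a point that the wt*DFNA5* cultures did not reach would look the same, so it cannot be told apart from an effect of mut*DFNA5*, which may act on these genes and was not tested otherwise.

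Glycolysis genes, lower in mut*DFNA5* in 1b, fell between the phases in wt*DFNA5* with a median of -0.97, and the ribosome genes with -0.69, as they would at a later point of the shift in mut*DFNA5*. The glucose-repressed genes went against this in replicate 2, where they rose by 4.57 in wt*DFNA5* and by 1.91 in mut*DFNA5*, so a later point cannot be told apart from an effect of mut*DFNA5* on these lists. The ribosome genes were already lower in mut*DFNA5* in 1a, with a median of -0.27 and 133 of 136 probes lower in the fit over both arrays. The medians were -0.093 on the replicate 1 array and -0.44 on the replicate 2 array. That part was present before the post-diauxic harvest, mainly in replicate 2. The glycolysis genes were not lower in 1a, with a median of 0.14. The nuclear respiratory chain was at -0.42 on the replicate 2 array, which is in line with its rise in 1b coming from the wt*DFNA5* sample of replicate 1. These readings concern these lists alone, and genes of the tables also ran against the phase. In Table 1, 14 of 34 probes changed in opposite directions in 1b and 2b, and in Table 2, 4 of 34. A probe of *PRM7* was at 3.05 in 1b and -2.05 in 2b, YLR194C at 2.46 and -1.35, YPR077C at 2.76 and -1.15, and YPL141C at 2.02 and -1.55, while *DET1* was at -2.32 in 1b and 2.13 in 2b and *YRO2* at -1.97 and 3.63. An effect of mut*DFNA5* on the time-course of the cultures stays open as a biological explanation.

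*URA3*, the plasmid marker, and the genes below were chosen from the genotype of the strain and the pathway of *URA3*, outside the rule for named genes. In 1b it was -0.56 on the replicate 1 array and 0.18 on the replicate 2 array, so its transcript had no common direction there. On the same arrays *URA1* was at 1.27 and 2.26, *URA4* at -0.82 and 1.05 and *URA10* at 0.11 and 0.52. A difference in plasmid level in 1b therefore cannot be told apart from a difference in induction of the pyrimidine pathway. In 1a *URA3* was -2.07 and -1.59 (limma, adjusted *p* = 1.00). Of 19 alternatives 1 called it, the limma fit of comparison 1a alone on its own 2 arrays (adjusted *p* = 0.0267). The dyes were exchanged between these arrays, and the smaller drop of -1.59 argues against dye bias of the probe. *URA1*, *URA4* and *URA10* were higher in mut*DFNA5*, with a mean of 0.80, which argues against a lower induction of the pyrimidine pathway. A lower plasmid level in mid-exponential mut*DFNA5* cells was not tested by other genes of the plasmid and stays open. *HIS3*, *LEU2* and *MET17*, which BY4741 lacks, were not well above background in both channels on any of the 8 arrays.

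In 1a, over 16 chromosomes, chromosome 1 was furthest from 0 with the same sign on both arrays, with medians of 0.072 and 0.038 on the log2 scale, which argues against a difference in chromosome copy number. Of all probes, 2 changed by at least 1 in the same direction on all 4 arrays of mut*DFNA5* against wt*DFNA5*, *DET1*, which was lower, and *RTA1*, which was higher. Both are listed in the paper's tables. By chance agreement of the replicates as many probes would change with opposite signs, and there was 1, so chance cannot be told apart from a difference between the transformants with so few probes. *DET1* was -1.87 and -1.70 in 1a and -2.81 and -1.83 in 1b, and *RTA1* 1.33, 2.30, 2.44 and 1.85.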
